# *In vivo* Monitoring of Transcriptional Dynamics After Lower-Limb Muscle Injury Enables Quantitative Classification of Healing

**DOI:** 10.1038/srep13885

**Published:** 2015-09-18

**Authors:** Carlos A. Aguilar, Anna Shcherbina, Darrell O. Ricke, Ramona Pop, Christopher T. Carrigan, Casey A. Gifford, Maria L. Urso, Melissa A. Kottke, Alexander Meissner

## Abstract

Traumatic lower-limb musculoskeletal injuries are pervasive amongst athletes and the military and typically an individual returns to activity prior to fully healing, increasing a predisposition for additional injuries and chronic pain. Monitoring healing progression after a musculoskeletal injury typically involves different types of imaging but these approaches suffer from several disadvantages. Isolating and profiling transcripts from the injured site would abrogate these shortcomings and provide enumerative insights into the regenerative potential of an individual’s muscle after injury. In this study, a traumatic injury was administered to a mouse model and healing progression was examined from 3 hours to 1 month using high-throughput RNA-Sequencing (RNA-Seq). Comprehensive dissection of the genome-wide datasets revealed the injured site to be a dynamic, heterogeneous environment composed of multiple cell types and thousands of genes undergoing significant expression changes in highly regulated networks. Four independent approaches were used to determine the set of genes, isoforms, and genetic pathways most characteristic of different time points post-injury and two novel approaches were developed to classify injured tissues at different time points. These results highlight the possibility to quantitatively track healing progression *in situ* via transcript profiling using high- throughput sequencing.

Lower-limb musculoskeletal injuries (LLMIs) are common amongst athletes and military personnel^1^, with hundreds of thousands reported every year from the military alone^2^. As athletes and soldiers are highly motivated to resume physical activities, the risk of re-injury before fully healing is high. Following a traumatic LLMI, tightly controlled intra- and intercellular transcriptional systems are activated and coordinated to ensure intermediate physiological behavior^3^,^4^ while also generating appropriate repair and regeneration. The degree and duration of these various processes^5^,^6^,^7^ operate in a manner that is proportional to the severity of the injury, are coordinated across different cell types^8^,^9^ and generally involve a large number of molecules and interrelated pathways^10^.

Methods to unambiguously determine injury state and healing progression can provide effective treatment decisions and rehabilitative strategies, as well as prevent premature return-to-activity lowering the risk of reinjury. Current approaches for gauging injury severity and healing progress have primarily focused on three-dimensional imaging^11^ (computed topography, magnetic resonance imaging) but these approaches are typically expensive to perform as well as interpret and suffer from poor sensitivity and contrast resolution. Recently, ultrasound imaging has become popular due to its cost and portability^12^, but the approach is still limited by the field of view, and operator’s knowledge of anatomy. Thus, there remains an unmet need to monitor muscle injury severity and healing progression after injury^13^,^14^,^15^.

RNAs extracted from the injured muscle would serve as excellent candidates for monitoring injury severity and permit quantitative insights^16^,^17^ into the different muscle repair and regeneration pathways that are temporally activated after injury. Recently, high-throughput RNA sequencing (RNA-seq) has enabled unbiased, global views of gene expression patterns with high accuracy and reproducibility from small or degraded sample inputs, opening the possibility to quantitatively track global *in-vivo* transcriptional patterns from small tissue samples. Herein, a traumatic injury was administered to the tibialis anterior of a young, healthy mouse model and the tissue was extracted at different times ranging 3 hours to 672 hours (1 month). A portion of the tissue was then processed (<5 mg), mRNA extracted and polyadenylated RNA fractions were prepared into strand-specific sequencing libraries. The libraries were then sequenced, analyzed and the adaptive transcriptional responses and their associated pathways were integrated to construct a comprehensive view of the injury and healing progression through time.

With the goal of developing an unbiased method for tracking healing progression, the generated datasets were utilized as training data and twelve additional RNA-Seq datasets were generated where the time points were blinded to act as test data. Two traditional bioinformatics approaches (principal component analysis (PCA), support vector machine (SVM) multiclass classification) and two novel gene signature methods were used to determine the set of genes and isoforms most characteristic of healing state post-injury. The PCA, SVM, and time point signatures methods were then re-applied to the datasets at the pathway level to identify pathways that were differentially activated over time. Ultimately, the time point signatures method enabled accurate classification of 10 out the 12 test samples, and led to the identification of 370 pathways with activation levels that varied significantly (p < 0.05) at various time points after injury. As traumatic LLMIs present variable healing trajectories for different individuals, using an unbiased transcript-based tracking approach at both the gene and pathway level can enable quantitative classification of injury severity as well as inform therapeutic efficacy.

## Results

### Histological Analysis & Global Transcriptional Dynamics After Traumatic LLMI

Administration of a freeze injury to the tibialis anterior (TA) muscle of ten-week old C57BL/6 mice^18^, provides a well-studied model of tissue repair after an acute LLMI. Briefly, a 6 mm steel probe, cooled to −70 °C, was applied to the exposed TA muscle and the leg was sutured. The injured muscle was then harvested at several time points after the injury (3, 10, 24, 48, 72, 168, 336, 504, 672 h) and the uninjured contralateral TA muscle was also extracted to serve as a control for each time point (Fig. 1a). Both injured and uninjured tissue samples at each time point were used to perform histological analysis (Supp. Fig. 1). Quantitative imaging of the stained (Evans blue dye) injured and uninjured tissues revealed a gradual increase in tissue damage until 48 h (Supp. Fig. 1b–c), indicating secondary damage to the muscle tissue occurred after the initial cryo-injury, which is consistent with previous studies^7^,^18^.

To assess the molecular mechanisms driving healing after the injury, high-resolution RNA-Seq was performed. First, total RNA was isolated from each tissue for each time point and enriched for mRNA. After quality assessment (Agilent 2100 BioAnalyzer), cDNA was then produced and sequencing libraries were prepared (Truseq, Illumina). Each library was then deep sequenced, mapped to the mouse reference genome (mm9) using TopHat and assembled with Cufflinks^19^ (see Methods). 

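The left tibialis anterior, a muscle at the front of the lower leg, received the freeze injury and the same muscle of the right leg of each mouse was the control. The values used here are the authors' FPKM, fragments scaled to transcript length and to the mapped fragments of the library, for 23811 genes in 80 libraries, 39 from injured and 41 from control muscle. Injured and control libraries numbered 2 and 3 at 3 h, 3 and 4 at 48 h, 4 and 3 at 504 h, and 5 and 5 at 10, 24, 72, 336 and 672 h. At 168 h there were 3 injured and 4 control libraries after 1 injured library, that of animal 05, was left out because its values above 0 stopped at 334 genes of chromosome 1. That library was left out after its values had been seen. At 24 h the A and B libraries of the mouse numbered 3 were averaged for each leg and counted once. A further 12 libraries of the sample labels, 2 injured and 2 control at each of 3, 10 and 168 h, were not analysed here, and 1 control library of unknown time entered no comparison. FPKM does not carry the number of reads of a library, so the depth of single libraries is not known. The FPKM of all genes summed to between 287291 and 828110 per library, and between 5611 and 11572 genes were above 1. Some abundant genes were listed at 0 in single complete libraries, among them Myh4, the myosin heavy chain of fast fibers, in 13 libraries, so a value of 0 is given as listed at 0. Each gene was tested on log2(FPKM + 0.1) by limma, in 1 fit over 76 libraries in 18 groups, for the difference between injured and control muscle of the same time point. The test covered the 12099 genes with a group mean of at least 1 FPKM in 1 or more groups, and a gene was called at an adjusted p under 0.05 and at least a 2-fold difference. On this scale the fold change of a gene near 0 in controls depends on the added 0.1 and understates the change. The thresholds, the gene lists used in the following comparisons and the rule for naming genes were set before the data were examined.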

A total of 68 training data sets (31 injured, 37 controls) were produced with more than 5.9 billion aligned reads covering more than 448 billion bases. Twelve test datasets were also generated (6 uninjured controls, two injured 3 h datasets, two injured 10 h datasets and two injured 168 h datasets) with 755 million aligned reads covering 57 billion bases. Datasets were grouped into three time periods (early: 3–24 h, middle: 48–168 h, late: 336–672 h). 

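The 5 injured muscles taken at 24 h gave similar profiles, with Pearson correlations of FPKM over all genes between 0.966 and 0.988 for the 10 pairs of mice. Of these pairs, 6 had an R² of at least 0.95. The control muscles of the same time point had correlations between 0.974 and 0.993. These correlations are across genes, which are not independent replicates, and they rest largely on the most abundant muscle genes. With 12 abundant genes left out that were listed at 0 in some library, the injured pairs lay between 0.925 and 0.981. The pair of libraries from the injured leg of animal 03 differed, since the A library held 9956 genes above 1 FPKM and the B library 8447.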

Supplemental Fig. 2 shows two examples of sequence libraries for injured tissue samples obtained from two different mice and extracted at 24 h post-injury, where a high correlation was observed between these two samples (R^2^ > 0.95). The derived mRNAs were also validated using quantitative PCR (qPCR) for multiple genes (n = 25) through three time points and biological replicates from different samples and showed excellent agreement with the RNA-Seq data (Supp. Fig. 2).

To obtain comprehensive, unbiased views of the different gene expression programs and pathways associated with the injury, genes with expression changes as identified by CuffDiff 2 were examined^19^. In total, 12,544 mRNAs were detected with FPKM greater than 1 for at least one time point; and 11,900 genes were expressed (FPKM >1) at one or more time points (Fig. 1b). Of these, 5,668 genes exhibited dynamic behavior (Supp. Fig. 3), with the middle time period possessing the highest number of genes undergoing dynamic changes (5,285), compared with 2,910 genes for early, and 2,560 genes for late (Fig. 1c). 

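In the libraries used here, 12099 genes had a mean above 1 FPKM in at least 1 of the 18 groups, 12047 of them in an injured group and 9759 in a control group. The 2340 genes above 1 in injured groups only include Arg1, which encodes the arginase made by macrophages in wounds. Arg1 rose at 24 h from 0.0382 ± 0.0371 FPKM (SD, n = 5 controls) to 42.2 ± 31.4 FPKM (SD, n = 5 injured), a log2 difference of 7.89 with a standard error of 0.46 (adjusted p = 2.4e-21 from limma). The numbers of detected genes carry no test and follow the means of groups of 2 to 5 libraries.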

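The number of genes that differed between injured and control muscle grew to 72 h and then fell in this fit, and most of them were higher in injured muscle, though not under quantile normalization at 48, 72 and 672 h, nor at 672 h without the fold threshold, with a pseudocount of 1 or with a group mean of at least 5 FPKM. With the incomplete library of 168 h kept, 6127 genes were called at 168 h (827 higher and 5300 lower) and 5555 at 72 h, and with all controls as comparator 5026 genes were called at 48 h and 4679 at 72 h. At 3 h 204 genes were higher and 7 lower, at 10 h 1425 and 53, at 24 h 2131 and 80, and at 48 h 4007 and 189. At 72 h 6078 genes were higher and 74 lower, at 168 h 2612 and 236, and at 336 h 350 and 4. The last 2 counts rest on a spread pooled over all groups. With each time point fitted alone 95 genes were called at 168 h and 0 by limma at 336 h (2809 at an unadjusted p under 0.05). Library weights gave 1636 at 168 h and 2054 at 336 h. Mdfi, an inhibitor of MyoD family transcription factors, was the only gene called at 504 h, where 654 genes had an unadjusted p under 0.05 in limma. At 672 h 6 genes were higher and 4 lower, and 381 had an unadjusted p under 0.05. Rrad, which encodes a Ras-related GTP-binding protein of muscle, rose at 10 h from 0.56 ± 0.321 to 171 ± 101 FPKM (SD, n = 5 and 5), a log2 difference of 7.92 (standard error 0.53, adjusted p = 6.69e-19). Ky, which encodes a protease needed to maintain muscle fibers, fell at 24 h from 24.8 ± 7.13 to 7.02 ± 2.35 FPKM (SD, n = 5 and 5), a log2 difference of -1.82 (standard error 0.39, adjusted p = 0.000123). The median log2 difference over all genes was 0.20 at 10 h, 0.29 at 24 h, 0.63 at 48 h, 1.01 at 72 h, 0.31 at 168 h and -0.28 at 3 h, so part of the surplus of higher genes lies in a shift of the whole distribution. Quantile normalization, which gives each library the same distribution, set these medians to -0.14, -0.16, -0.18, -0.28 and -0.13 at 10 to 168 h. It gave 815 higher and 254 lower genes at 10 h, 1076 and 677 at 24 h, 1673 and 1689 at 48 h, 2121 and 2419 at 72 h, 1301 and 1039 at 168 h, and 149 and 21 at 336 h. Scaling to the upper quartile gave 2477 higher and 764 lower genes at 48 h and 3302 and 1065 at 72 h. Single libraries moved several counts by more than 1.5 times. The count at 3 h was 140 without the control muscle of animal 11 and 69 and 136 without the injured muscles of animals 11 and 12, and at 168 h 916 genes were called without the injured muscle of animal 02. The lower genes moved more than the sums: of genes called at 3 h those that fell were 4 without the control muscle of animal 11, 2 without the injured muscle of animal 11 and 3 without any 1 of the other libraries, of genes called at 10 h 35 without the injured muscle of animal 03, of genes called at 24 h 124 and 52 without the injured muscles of animals 03 and 05, and of genes called at 48 h 71 without the injured muscle of animal 04. Of genes called at 72 h 4808 rose and 199 fell without the control muscle of animal 02 and 29 fell without the injured muscle of animal 03, and of genes called at 168 h 529 and 143 fell without the control muscles of animals 02 and 05 and 16, 454 and 613 without the injured muscles of animals 02, 03 and 04. The number of genes called at 336 h was 211, 161, 166, 74 and 212 without the control muscles of animals 01 to 05 in turn, and 1116, 1261, 19, 13 and 27 without the injured muscles of animals 01 to 05. At 504 h it was 2, 0 and 13 without the control muscles of animals 01, 04 and 05 and 0, 0, 3 and 8 without the injured muscles of animals 01, 03, 04 and 05. Mdfi at 504 h (log2 difference 3.23, adjusted p = 0.0467) was not called without the control muscle of animal 01 (adjusted p = 0.996) or 04 (adjusted p = 0.934) or the injured muscle of animal 01 (adjusted p = 0.327) or 03 (adjusted p = 0.25), nor with the animal as a block (adjusted p = 0.488). At 672 h the count was 5, 2, 2 and 4 without the control muscles of animals 01, 03, 04 and 05 and 2, 1 and 2 without the injured muscles of animals 01, 03 and 04. With the animal as a block 677 genes were called at 336 h and 6 at 672 h. The injured muscles of 336 h were not alike, as seen after their values were known. Animals 01 and 02 had 9185 and 9211 genes above 1 FPKM, and animals 03 to 05 had 10537, 10318 and 10593. On the log2 scale their correlations were 0.991 between 01 and 02, 0.993 to 0.994 among 03 to 05, and 0.972 to 0.977 across. Group means and SDs at 336 h thus mix unlike muscles.

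**Figure D1:**
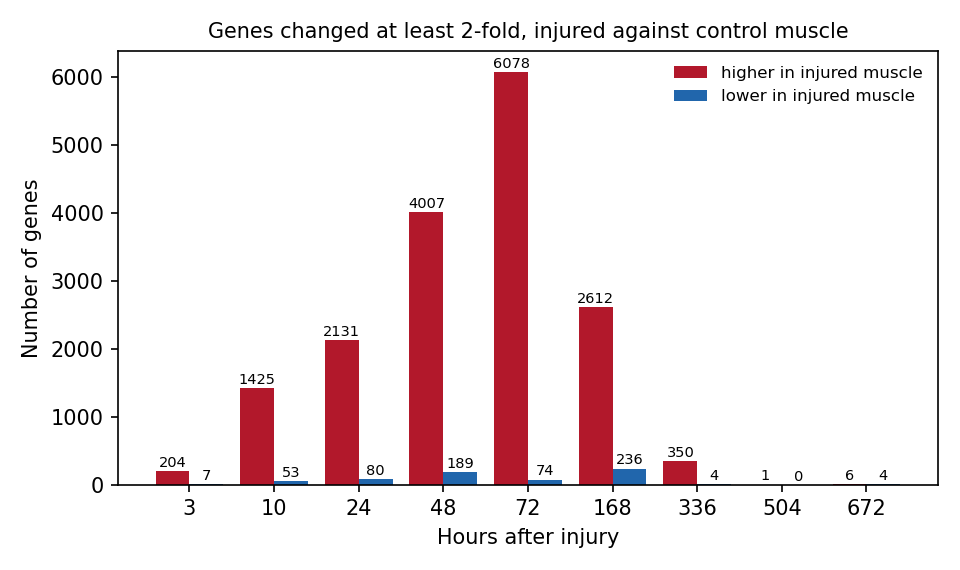
Number of genes called by limma at each time after injury (x axis, h), with genes higher and genes lower in injured muscle drawn as bars side by side. The counts reach 6078 higher and 74 lower genes at 72 h, and 1 and 0 at 504 h.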

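Of the 6855 genes called at 1 or more time points, 2603 were called in the early period, 6673 in the middle period and 358 in the late period. The largest part, 4094 genes, was called in the middle period alone, 2226 in the early and middle periods and 200 in all 3 periods. The early period alone had 177 genes. The late period alone had 5, which were the cardiac actin gene Actc1, Nrep, Fam101b, Rasd2 and Aldh1a7, named after their values were seen. Nrep was listed at 0 in the injured muscles of animals 03 and 05 at 336 h. Time points up to 168 h shared more of the genes that rose than independent lists of the same sizes would, with 2080 genes shared by 24 h and 48 h against 705.8 and 2514 by 72 h and 168 h against 1312.2. This was not particular to neighbours, since 24 h and 168 h shared 1502 against 460.1. The calls come from 1 fit with a common spread per gene, so the lists are not independent. A gene was called at exactly 1 time point in 2362 cases, and in 1503 without the 72 h control muscle of animal 02. The count of the late period comes almost wholly from 336 h and was 215, 165, 169, 81 and 216 without the control muscles of animals 01 to 05 of that time and 1119, 1263, 27, 21 and 33 without the injured muscles. The count in all 3 periods was 104, 75, 75, 33 and 99 without these control muscles, 704, 800, 10, 7 and 12 without these injured muscles, and 401 without the 168 h injured muscle of animal 02. The late period alone had 2 genes without the 336 h control muscle of animal 04, 14, 20, 1, 2 and 1 without the 336 h injured muscles of animals 01 to 05, 3 without the 72 h injured muscle of animal 01 and 12 without the 168 h injured muscle of animal 02. With the animal as a block 677 genes were called in the late period and 424 in all 3.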

1,814 genes exhibited dynamic behavior at all three time intervals, while 248 genes exhibited dynamic behavior only in the early phase, 1,974 genes only in the middle phase, and 97 genes only in the late phase. The differentially expressed genes were grouped into functional categories using GSEA reactome datasets and further characterized via GO and KEGG annotation through the DAVID Bioinformatics database and the GO Toolkit. GO terms and KEGG pathways with high ranks were selected within the set of terms and pathways identified (Supplementary Tables 1 and 2). Categories that appeared with the lowest FDR and across multiple highly ranked clusters were analyzed further. A total of 597 genes were detected across all samples that underwent alternative splicing (FDR < 5%); with the middle time period exhibiting the highest number of splicing events with 391, and 141 genes exhibiting alternative promoter usage^19^.

### Pro-Inflammatory and Immune System Transcriptional Programs Control the Early Response After a Traumatic LLMI and are Tightly Regulated

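Genes that answer to stress within hours rose at 3 and 10 h. Fos and Egr1, immediate early transcription factors, were at 73.9 ± 21.6 and 81 ± 30.7 FPKM in injured muscle at 3 h (SD, n = 2) and at 0.761 and 0.731 FPKM in controls (n = 3), which are log2 differences of 6.46 (adjusted p = 1.15e-05 from limma) and 6.78. Of 23 immediate early and stress response genes, 15 rose at 3 h and 21 at 10 h, and none fell (18 and 21 when adjusted over the list alone). The count at 3 h fell to 8 without the injured muscle of animal 11 and to 9 without that of animal 12. Ankrd1, a stress-responsive protein of the sarcomere, rose at 10 h from 5.56 to 832 ± 537 FPKM (SD, n = 5 and 5), a log2 difference of 6.91 (standard error 0.57, adjusted p = 4.67e-15). Timp1, an inhibitor of metalloproteinases, stayed high, with 11.8 ± 0.509 FPKM in injured muscle at 3 h (SD, n = 2) and 76 ± 33.4 FPKM at 72 h (SD, n = 5), where its log2 difference was 6.46 (adjusted p = 3.63e-13). Genes that fell early include G0s2, an inhibitor of lipolysis, which went at 10 h from 50.9 ± 28.1 to 10.2 ± 6.4 FPKM (SD, n = 5 and 5), a log2 difference of -2.29 (adjusted p = 0.000172). With an estimated correlation between its genes the list of immediate early genes had adjusted p = 0.000481 at 3 h and 0.037 at 10 h in limma's set test. That test compares a list with the other genes, so a list can fail it although its members rose.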

Comparison of the injured samples against the controls for the early time points (3 h, 10 h, 24 h) showed a variety of gene expression profiles (Fig. 1b) with several sub-groups of genes changing levels immediately after the injury and rapidly subsiding, while others sustained activation over multiple weeks. The observed early waves of expression were partitioned into several sub-groups and genes within functional categories with statistical significance (p-value > 1e-6) were studied further.

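Cytokine genes were among the largest early rises. Il6, on chromosome 5 of mm9 from 30339701 to 30346508, encodes interleukin 6, and stood at 23.9 ± 7.65 FPKM in injured muscle at 3 h (SD, n = 2) against 0.0441 ± 0.0395 FPKM in controls (SD, n = 3), a log2 difference of 7.38 with a standard error of 0.70 (adjusted p = 1.4e-11 from limma). Il1b, the gene of interleukin 1β, was 6.06 higher on the log2 scale at 24 h, at 12.2 ± 6.17 FPKM (SD, n = 5; adjusted p = 8.52e-12). Ccl2, which draws monocytes, was already at 30.4 ± 13.1 FPKM at 3 h and reached 140 ± 88 FPKM at 24 h against 0.634 ± 0.644 FPKM in controls (SD, n = 5 and 5, log2 difference 7.85, standard error 0.62, adjusted p = 4.62e-16). Cxcl1 and Cxcl5, which draw neutrophils, rose by 7.46 on the log2 scale at 3 h (adjusted p = 1.5e-08) and by 6.67 at 10 h (adjusted p = 2.27e-19). Cxcl5 was listed at 0 in 3 of the 5 controls of 10 h. Of 12 proinflammatory cytokines and chemokines, 10 rose at 3 h (11 when adjusted over the list alone) and all 12 at 10, 24, 48 and 72 h. At 168 h 6 rose, but 2 without the injured muscle of animal 02 and 10 without that of animal 04. The study's own 16 cytokine genes of Fig. 2b, which were chosen on these samples and are not independent evidence, gave 16 higher at 10 and at 24 h. The list of 12 cytokines and chemokines had an adjusted p in limma's set test of 7.33e-06 at 3 h, 0.019 at 10 h and 0.060 at 24 h with an estimated correlation. With a pseudocount of 1 the log2 difference of Il1b at 24 h becomes 3.46.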

Pro-inflammatory^20^,^21^ and chemotactic protein members^22^,^23^ such as IL-6, IL-1β and CCl2 were, as expected, rapidly upregulated in the early time period (Supp. Info S1 & Supp. Fig. 4). 

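Genes that regulate inflammation rose alongside. Socs3, on chromosome 11 of mm9 from 117827401 to 117830680, encodes a feedback inhibitor of cytokine signaling and was at 55 ± 12.7 FPKM in injured muscle at 3 h (SD, n = 2, against 3 controls), a log2 difference of 6.54 (standard error 0.65, adjusted p = 7.02e-11 from limma). Arid5a, a regulator of the stability of Il6 mRNA, rose at 3 h to 4.1 ± 0.579 FPKM (SD, n = 2), a log2 difference of 3.44 (adjusted p = 4.47e-08). Il10ra, the receptor for interleukin 10, rose later, by 3.36 on the log2 scale at 24 h (adjusted p = 7.72e-08) and by 6.28 at 72 h (adjusted p = 1.77e-17). Cd24a, the mouse gene of CD24, was at 329 ± 64 FPKM at 10 h against 167 ± 17.2 FPKM in controls (SD, n = 5 and 5), a log2 difference of 0.97 with a standard error of 0.20 (adjusted p = 0.000188), just under the 2-fold threshold. It passed that threshold without the control muscle of animal 03 (1.02), the injured muscle of animal 02 (1.07) or that of animal 05 (1.01). Zc3h12a, which encodes the RNase Regnase-1, had a log2 difference of 1.05 at 3 h (standard error 0.39, adjusted p = 0.238) and 2.20 at 72 h (adjusted p = 1.12e-10), the latter 0.41 under quantile normalization. Of 13 genes listed for inflammatory restraint, Arid5a among them, 6 rose at 3 h (9 when adjusted over the list alone), 9 at 10 h and 12 at 24 h, and none fell. Without the injured muscle of animal 11, 3 rose at 3 h. The list had adjusted p = 0.12 at 24 h with an estimated correlation.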

Anti- inflammatory genes^24^ such as Socs3, CD24 and IL-10rα and posttranscriptional regulators such as AT-rich interactive domain-containing protein 5a (Arid5a)^25^ and Regnase-1 (Zc3h12a)^26^ were also upregulated (Fig. 2a and Supp. Info S1). Arid5a and Regnase-1 have previously been shown to regulate inflammatory mRNA stability (such as IL-6), highlighting tight control of the inflammatory response and sensitivity of the RNA-Seq data. Transcripts encompassing a family of pro-apoptotic loci and anti-apoptotic loci were also detected in the early time period (Fig. 2b), which are likely the result of invading immune cells release of oxygen free radicals and other reactive oxygen species that induce secondary tissue damage and cell death. This observation of secondary tissue damage also agrees well with the histological analysis (Supp. Fig. 1). 

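Apoptosis genes of both directions were higher in injured muscle. Fas, a death receptor, rose at 10 h from 3.02 to 9.67 ± 1.74 FPKM (SD, n = 5 and 5), a log2 difference of 1.65 (adjusted p = 4.49e-07 from limma), and Casp4, an inflammatory caspase, had risen at 3 h by 3.67 (adjusted p = 5.51e-05). Among inhibitors of cell death, Bcl2a1b was at 14.5 ± 8.71 FPKM at 24 h against 0.072 FPKM in controls (SD, n = 5 and 5; adjusted p = 3.22e-12), and Birc3 rose by 1.81 at 48 h (adjusted p = 2.07e-06). Casp8, the initiator caspase of death receptors, was 4.24 higher at 72 h, at 16.7 ± 7.48 FPKM (SD, n = 5). Of the study's 18 cell death genes of Fig. 2b, 6 rose at 10 h, 12 at 24 h and 16 at 48 h, and none fell. These genes were chosen by the study on these samples, so the count is not independent evidence of their direction. At 10 h 3 rose without the injured muscle of animal 01 and 11 without that of animal 05. The list had adjusted p = 0.49 at 10 h and 0.26 at 24 h with an estimated correlation, and under quantile normalization 3, 7 and 10 of its genes rose at 10, 24 and 48 h.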

Alternative promoter usage and isoform switching events were also identified within the early period (Supp. Fig. 5). 

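In the early period 56 genes had isoforms that moved apart between injured and control muscle, in at least 1 of its time points. The number of such genes was 2 at 3 h, 20 at 10 h and 46 at 24 h, then 80 at 48 h, 133 at 72 h and 91 at 168 h. It fell to 3 at 336 h and 2 at 504 h, and at 672 h none was called, with 41 genes at an unadjusted p under 0.05 in limma's diffSplice. The middle period had 206 genes and the late period 5. Without the 24 h injured muscle of animal 05 the early period had 31, and the late period had 3 without the 336 h injured muscle of animal 04, the 504 h injured muscle of animal 03 or the 504 h control muscle of animal 01, 8 without the 336 h injured muscle of animal 02 and 16 without the 504 h injured muscle of animal 05. The test took 862 genes with at least 2 isoforms at a group mean of 1 FPKM or more, 1872 isoforms in all, and compared the log2 differences of the isoforms of each gene. It sees the relative abundance of the isoforms as the authors' assembly estimated them, and does not tell a switch of promoter from alternative splicing. On simulated isoforms at 10 h it found 19 of 100 genes whose isoforms moved apart by 1 on the log2 scale and 74 of 100 that moved apart by 2.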

A novel example is the receptor for the “alarmin” gene^27^ (IL-1rl1 or St2), which was previously shown to activate upon tissue damage and restrain inflammation^28^. 

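Il1rl1, the receptor of interleukin 33, has a short isoform that encodes the secreted decoy receptor and a long isoform that encodes the membrane receptor. The isoforms were matched by their coordinates on chromosome 1 of mm9, the short one from 40496494 to 40505207 and the long one from 40497473 to 40522259. The short isoform rose most, to 3.25 ± 3.36 FPKM at 10 h and 3.26 ± 1.76 FPKM at 24 h in injured muscle (SD, n = 5), with 0.00562 ± 0.00844 FPKM in controls at 10 h (SD, n = 5; adjusted p = 0.0238 at each time from an exact two-sided permutation test). The long isoform was higher too, at 0.107 ± 0.0830 against 0.0197 ± 0.0226 FPKM at 10 h (SD, n = 5 and 5; exact permutation adjusted p = 0.0476) and 0.284 ± 0.104 against 0.0308 ± 0.0103 FPKM at 72 h (SD, n = 5 and 5; exact permutation adjusted p = 0.0357). Its share of the summed Il1rl1 FPKM was 6.1 ± 2.1% in injured muscle at 24 h and 100% in every control (SD, n = 5 and 5; exact permutation adjusted p = 0.0357), and 16.3 ± 5.9% against 81.1 ± 20.2% at 72 h (SD, n = 5 and 5; exact permutation adjusted p = 0.0357). At 10 h the share was 5.4 ± 3.6% against 60 ± 54.8% (SD, n = 5 and 5; exact permutation adjusted p = 0.25), with 0% in the control muscles of animals 03 and 04. At 168 h the share was 56.6 ± 7.8% (SD, n = 3; exact permutation adjusted p = 0.0643) and at 336 h 92.5 ± 7.3% (SD, n = 5; exact permutation adjusted p = 0.25). No Il1rl1 isoform in controls reached 0.1 FPKM on average, so control shares rest on values near 0.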

Figure 2c shows an increase in expression of the St2l isoform in the injured samples (blue isoform), which peaked at 10 h and remained elevated until 336 h. The St2l isoform has also previously been shown to promote proliferation and activation of anti-inflammatory macrophages^29^ and regulatory T-cells^8^, both of which critically restrain inflammation and influence various muscle repair and regeneration pathways. Collectively, these observations are consistent with previous studies of muscle tissue injury^5^,^6^,^7^,^18^,^20^,^21^,^22^,^23^,^27^, whereby transcripts associated with inflammation, invading immune cells, cytokine signaling, apoptosis, anoikis, and proliferation were observed immediately after injury. Detection of these transcripts also serve as excellent indicators to determine injury severity by observing shifts in the balance of pro- and anti-inflammatory molecules (such as CD24 and CCl2), which influence the degree of secondary damage^10^,^20^,^21^.

### Traumatic LLMI Generates Sequential Initiation of Complement, Notch and Wnt Signaling

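Markers of neutrophils, macrophages and lymphocytes rose in injured muscle. S100a8 and S100a9, the calprotectin genes of neutrophils, rose by 5.78 on the log2 scale to 365 ± 216 FPKM (adjusted p = 5.14e-06 from limma) and by 6.15 to 199 ± 130 FPKM at 24 h (SD, n = 5). Of 13 neutrophil markers 7 rose at 3 h, none of them without the injured muscle of animal 11 by limma, all 13 at 10 h and 9 at 24 h. The lysosomal macrophage protein gene Cd68 rose at 10 h by 3.70 and reached 124 ± 67.1 FPKM at 72 h against 1.44 FPKM in controls (SD, n = 5 and 5, log2 difference 6.60, adjusted p = 2.31e-13). Spp1, which encodes osteopontin, was at 1145 ± 604 FPKM at 72 h (SD, n = 5, log2 difference 8.36, standard error 0.70, adjusted p = 2.61e-16), and Ptprc, the common leukocyte antigen, at 22 ± 10 FPKM (log2 difference 6.03, adjusted p = 6.53e-16). Of 18 macrophage and monocyte markers, Cd14 alone rose at 3 h, not without the injured muscle of animal 11, 14 rose at 10 h (17 when adjusted over the list alone), 17 at 24 h, and all 18 at 48 and 72 h. Of 6 lymphocyte markers limma called none at 24 h and all 6 at 72 h, though 1 of 6 at 72 h under quantile normalization. Cd79b alone rose at 10 and 48 h, at neither under quantile normalization, at 48 h not with upper quartile scaling or without the injured muscle of animal 01 or 04, and at 10 h not without the control muscle of animal 01, 02, 03 or 05 or the injured muscle of animal 01, 02 or 04. All 6 rose at 168 h, but 1 without the injured muscle of animal 02. The study's 16 immune response genes of Fig. 2b, chosen on these samples and so not independent evidence, had 16 higher at 10, 48 and 72 h. With an estimated correlation the macrophage list had adjusted p = 0.12 at 24 h and 0.27 at 48 h and the neutrophil list adjusted p = 0.037 at 10 h and 0.261 at 24 h. The lymphocyte list had adjusted p = 0.484 at 72 h with the preset correlation, and 0.844 at 72 h and 0.486 at 168 h with an estimated one. Limma's set test, which gave these values, compares a list with the other genes and does not ask whether its markers rose. By limma fry, which tests the members alone, 26, 31 and 35 of 38 lists passed at 24, 48 and 72 h. Fry does not remove the shift of all genes at those times. The lists were not tested against each other.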

A significant fraction of the upregulated genes in the early and middle time periods can be ascribed to invading immune cells (Fig. 3a), which in part act to phagocytize debris from the injured site. 

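C1qa, on chromosome 4 of mm9 from 136451831 to 136454759, encodes a chain of the complement component C1q. It rose from 2.66 FPKM in controls to 63.9 ± 32.3 FPKM in injured muscle at 48 h (SD, n = 4 and 3, log2 difference 4.62, adjusted p = 3.02e-06 from limma) and from 2.74 to 236 ± 125 FPKM at 72 h (SD, n = 5 and 5, log2 difference 6.33, standard error 0.67, adjusted p = 1.34e-12). At 168 h the injured muscles of animals 02, 03 and 04 were at 594, 28.8 and 24.9 FPKM, a log2 difference of 4.59 (adjusted p = 1.27e-05) that did not pass when each time point was fitted alone (adjusted p = 0.119). C3ar1, the receptor of the complement fragment C3a, and Tyrobp, an adaptor of phagocyte receptors, rose at 72 h by 6.66 (adjusted p = 5.83e-16) and 7.13 (adjusted p = 3.24e-13), and Trem2, a receptor for debris, by 7.30 (adjusted p = 8.19e-14). Of 16 genes of complement and phagocytosis, 12 rose at 10 h (14 when adjusted over the list alone), 12 at 24 h, 15 at 48 h, 16 at 72 h and 14 at 168 h, and none fell in this fit. At 168 h 9 rose with animal 02 left out in both legs. The list had adjusted p = 0.58 at 72 h with an estimated correlation.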

Concordantly, dramatic increases in expression of phagocytic and complement cascade genes were detected (Supp. Fig. 6) and Fig. 3b illustrates the expression profile of the C1qa gene, a complement cascade trigger. C1qa has previously been shown to inhibit muscle regeneration and stimulate the Wnt signaling pathway^30^, as well as induce expression of fibrotic genes and collagen production^31^ (Supp. Info S2 & Supp. Fig. 7). 

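Some genes of the Notch and BMP pathways and secreted frizzled proteins were higher in injured muscle at several time points between 10 and 168 h, though under quantile normalization more of them fell than rose at 72 h. Notch2 rose at 48 h from 0.594 to 2.75 ± 1.17 FPKM (SD, n = 4 and 3, log2 difference 1.98, adjusted p = 2.22e-05 from limma) and at 72 h from 0.376 to 3.46 ± 0.96 FPKM (SD, n = 5 and 5, log2 difference 2.96, adjusted p = 2.94e-12), the former 0.81 under quantile normalization. Sfrp2, a secreted Wnt antagonist, rose at 72 h from 0.167 to 28.7 ± 17.3 FPKM (SD, n = 5 and 5, log2 difference 6.71, adjusted p = 4.9e-16), and Bmp1, a procollagen protease, by 3.24 at 72 h. Of 16 Notch pathway genes, 3 rose at 10 h (Rbpj, Notch2 and Maml1), 4 at 24 h (Rbpj, Lfng, Notch2 and Notch1), 7 at 48 h and 10 at 72 h, and 1 rose at 10 h without the control muscle of animal 01 or 02 or the injured muscle of animal 01, 03 or 04. Of 13 BMP and secreted frizzled genes, 3 rose at 10 h (Bmpr1b, Nog and Bmp4), 3 at 48 h (Sfrp1, Sfrp2 and Bmp1) and 5 at 72 h, with Sfrp4 and Bmp5 added. The same 5 rose at 168 h, as did the Notch genes Lfng, Notch2, Dll1 and Hey1, but without the injured muscle of animal 02 only 1 and 2 of them, and without the control muscle of animal 04 the former list had 3 higher and 1 lower. Frzb alone fell at 24 h, not without the control muscle of animal 04 or 05 or the injured muscle of animal 05, and 1 other gene of that list rose without the control muscle of animal 02 or 05. Without the control muscle of animal 02 or the injured muscle of animal 03 or 04, 1 gene of that list fell at 168 h. Of 17 Wnt pathway genes, 3 rose (Wisp1, Fzd1 and Tcf7) and 3 fell (Wnt4, Dkk3 and Fzd7) at 48 h, with 1 lower without the control muscle of animal 01 or the injured muscle of animal 05, and 6 rose and 1 (Wnt4) fell at 72 h, where Wnt4 was not called without the control muscle of animal 01 or 03 or the injured muscle of animal 01, 03 or 04. At 24 h Wisp1 and Tcf7 rose and Wnt4 fell, with 1 higher without the control muscle of animal 04 or the injured muscle of animal 04 or 05, 2 lower without the control muscle of animal 04 or 05 or the injured muscle of animal 03, none lower in limma without the injured muscle of animal 04, and 8 lower and none higher under quantile normalization. Wisp1, a target of Wnt signaling, rose at 72 h by 3.47 (adjusted p = 1.05e-11), and the ligand gene Wnt4 at 48 h fell from 7.78 ± 1.48 to 3.09 ± 1.26 FPKM (SD, n = 4 and 3, log2 difference -1.38, adjusted p = 0.00919), which was not called without the injured muscle of animal 04 (-0.993, adjusted p = 0.125). The directions of these families follow the scaling, since quantile normalization gave 2 higher and 6 lower Notch genes, 3 and 7 BMP and secreted frizzled genes, and 1 and 8 Wnt genes at 72 h. At 168 h it gave 2 higher and 1 lower Notch genes and 4 and 4 BMP and secreted frizzled genes, and at 24 h 5 lower genes of the latter list. No list passed limma's set test with an estimated correlation (adjusted p = 0.80 or above for Notch and 0.54 or above for Wnt).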

As Wnt signaling is viewed to increase in the middle time period, signatures of proliferating progenitors (Notch signaling^32^,^33^, bone morphogenetic proteins^34^, secreted frizzled proteins^35^), which were upregulated in the early time period, begin to decline in expression. This temporal switch from Notch to Wnt^36^ is also accompanied by increases in expression of multiple genes associated with myogenic differentiation (Hes6 and Myod1, Myog, Myf6). 

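Myogenic regulators were higher in injured muscle at several time points, which were not tested against each other. Myod1, which commits cells to the muscle lineage, was higher at 10 h, at 57.4 ± 34.1 against 10.9 FPKM (SD, n = 5 and 5, log2 difference 2.28, adjusted p = 6.67e-07 from limma). Myog, which drives differentiation, was called at 10 h too, rose at 48 h from 2.6 to 90.2 ± 60.8 FPKM (SD, n = 4 and 3, log2 difference 4.77, adjusted p = 8.68e-09) and was at 41.2 ± 21.5 FPKM at 72 h (SD, n = 5, log2 difference 4.84). Myf6 rose at 10 h from 88 to 343 ± 172 FPKM (SD, n = 5 and 5, log2 difference 1.97, adjusted p = 7.72e-08). Genes of young fibers were higher at 168 h, with Myh3, the embryonic myosin heavy chain, at 12 ± 6.05 against 0.29 FPKM (SD, n = 3 and 4, log2 difference 4.87, adjusted p = 1.01e-10) and Myl4, the embryonic light chain, 5.00 higher. Of 20 genes of myogenic regulation and differentiation, 4 rose at 10 h (Myod1, Myog, Myf6 and Chrnd), 11 at 48 h, 12 at 72 h and 11 at 168 h. With animal 02 left out in both legs the count at 168 h was 11 too, not necessarily of the same genes, and under quantile normalization 5 rose and 2 fell at 48 h. Without the control muscle of animal 02, 2 rose at 10 h. At 10 h the call of Myf6 was lost with the incomplete library of 168 h kept in the fit (adjusted p = 0.108), as was that of Myl4 at 168 h (2.18, adjusted p = 0.0524). The list had adjusted p = 0.49 at 168 h with an estimated correlation.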

Figure 3b demonstrates the expression profiles of RbpJ, the primary mediator of Notch signaling^37^, and HES6, a transcription factor that modulates myoblast commitment and differentiation^38^. 

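Rbpj lies on chromosome 5 of mm9 from 53947018 to 54048684 and Hes6 on chromosome 1 from 93308060 to 93309799. Rbpj was higher in injured muscle at 48 h, at 14.8 ± 6.75 against 4.66 FPKM (SD, n = 3 and 4, log2 difference 1.56, adjusted p = 1.95e-05 from limma), and at 72 h, at 10.1 ± 2.78 against 2.65 FPKM (SD, n = 5 and 5, log2 difference 2.03, adjusted p = 1.77e-10). At 168 h it was at 4.74 against 3.67 FPKM, a log2 difference of 0.41 (adjusted p = 0.299). Hes6 rose at 72 h from 2.1 to 11.6 ± 3.48 FPKM (SD, n = 5 and 5, log2 difference 2.49, standard error 0.26, adjusted p = 6.98e-13) and was at 13.9 ± 8.9 against 4.02 FPKM at 168 h (SD, n = 3 and 4, log2 difference 1.66, adjusted p = 3.62e-05). Under quantile normalization Rbpj stayed under 2-fold, at 0.96 for 48 h and 0.83 for 72 h, while Hes6 kept 1.32 at 72 h. With the incomplete library of 168 h kept in the fit the difference of Hes6 at that time was -0.08.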

As RbpJ and Notch signaling declines in the middle time period, Hes6 and Wnt signaling increase to promote myoblast differentiation. The temporal activation of these new sets of genes suggests their detection can assist to identify the onset of healing as well as establish the regenerative competence of a given individual after an acute traumatic LLMI.

### Traumatic LLMI Induces Migratory Fibroblasts to Adopt a Contractile Phenotype

Migrating fibroblasts play an essential role in tissue remodeling after muscle injury, through production of new extracellular matrix (ECM) components and development of a phenotype that contracts the surrounding matrix^31^,^39^. The increased contractional forces are permitted by altered interactions between integrins and cell binding domains that modulate cell adhesion. These modified interactions are orchestrated through splicing changes to produced fibronectin transcripts such as the ED-A and ED-B exons^40^. Figure 4a demonstrates detection of the ED-A splice variant of fibronectin^41^ beginning at 24 h after the injury and shifting back at approximately 672 h. Detection of the ED-A splice variant indicates formation of new ECM and altered niche stiffness^42^, which in addition to the soluble factors emitted by invading immune cells, has previously been shown to activate satellite cells^43^.

### Activation of Muscle Repair Machinery

The changes to the physical microenvironment and cytokines from resident and invading cells along with muscle regulatory factors (Myod1, Myog and Myf6), numerous transcription factors^44^,^45^ and IGF signaling^46^ direct the cells in the injured site toward the skeletal muscle program and regeneration of the tissue. 

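Some insulin-like growth factor genes were higher in the middle period. Igf1 was at 12.2 ± 4.04 against 2.29 FPKM at 72 h (SD, n = 5 and 5, log2 difference 2.34, adjusted p = 4.82e-07 from limma), and Igf2 at 50.4 ± 39.9 against 1.78 FPKM at 168 h (SD, n = 3 and 4, log2 difference 4.46, adjusted p = 1.06e-09). Their receptor gene Igf1r rose at 10 h from 0.69 to 2.67 ± 0.74 FPKM (SD, n = 5 and 5, log2 difference 1.78, adjusted p = 4.71e-07). Of 12 genes of this signaling system, 2 rose at 10 h (Igf1r and Irs2, 1 without the injured muscle of animal 01), 4 at 48 h (Igf1, Igf2r, Igfbp4 and Igfbp7), 9 at 72 h and 6 at 168 h. At 168 h 3 rose without the injured muscle of animal 02, at 48 h 2 rose without that of animal 04, and quantile normalization gave 2 higher and 2 lower at 48 h and 4 higher and 3 lower at 72 h. The list did not pass limma's set test with the preset correlation (adjusted p = 0.476 at 48 h, 0.987 at 72 h and 0.271 at 168 h), and at 48 and 72 h its direction relative to the other genes was down.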

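The inhibitor of DNA binding genes encode proteins that bind and block partners of Myod1. All 3 tested rose at 48 and 72 h, the period in which Myog was high. Id2 rose by 2.63 on the log2 scale at 24 h and stood at 27.3 ± 13.5 against 1.38 FPKM at 72 h (SD, n = 5 and 5, log2 difference 4.10). Id3 was at 34.5 against 6.83 FPKM at 72 h (log2 difference 2.28), and Id1 at 17.9 against 5.09 FPKM at 48 h (log2 difference 1.78, n = 3 and 4), which was not called with the incomplete library of 168 h kept in the fit (adjusted p = 0.0835 from limma). At 72 h 2 of the 3 rose under quantile normalization. At 672 h none was called.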

Many of the new expression programs showed overlapping kinetics and opposing functions such as Myod1 and Myog with inhibitor of DNA binding genes (Id1, Id2, Id3, Fig. 4b). A unique feature of differentiating myogenic cells in response to injury is the ability to fuse to existing damaged fibers, which we view through a group of genes promoting fusion^47^ of cells to each other and existing muscle fibers^48^. 

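Tmem8c lies on chromosome 2 of mm9 from 26917156 to 26927681. It was close to 0 in controls, at 0.0457 FPKM at 48 h, and rose in injured muscle to 2.22 ± 1.34 FPKM at 48 h (SD, n = 3, log2 difference 3.77, adjusted p = 1.48e-05 from limma), 7.28 ± 4.6 FPKM at 72 h (SD, n = 5, log2 difference 5.49, adjusted p = 3.05e-12) and 8.37 ± 5.36 FPKM at 168 h (SD, n = 3, log2 difference 5.58, standard error 0.73, adjusted p = 3.47e-08). At 336 h it was at 2.51 ± 2.37 FPKM (SD, n = 5, log2 difference 2.95, adjusted p = 0.00367), a call that was lost without the injured muscle of animal 03 (2.51, adjusted p = 0.0644), 04 (2.37, adjusted p = 0.0793) or 05 (2.54, adjusted p = 0.0554). At 504 h it was at 1.37 ± 1.26 against 0.164 FPKM (SD, n = 4 and 3; adjusted p = 0.557) and at 672 h at 0.356 ± 0.216 against 0.0361 FPKM (SD, n = 5 and 5; adjusted p = 1). Gm7325, a second muscle fusion protein gene, and Adam12, a protease of fusing myoblasts, rose at 72 h by 5.77 and 4.02. Of 20 genes of myoblast fusion, 7 rose at 24 h, 14 at 48 h, 19 at 72 h and 9 at 168 h, with 8 at 48 h and 7 at 72 h under quantile normalization. With an estimated correlation the list had adjusted p = 0.751 at 24 h, 0.678 at 48 h, 0.633 at 72 h and 0.776 at 168 h.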

Figure 4b illustrates the gene expression profile of Myomaker (Tmem8c), a transmembrane protein that enhances fusion of myoblasts, which increased in expression during the middle time period and remained upregulated until 672 h. In aggregate, the upregulation of satellite cell markers, transcription factors and myoblast fusion genes indicates the nascent stages of muscle remodeling. 

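Most cell cycle genes were higher from 24 to 168 h, and most satellite cell markers at 72 h. Vcam1, an adhesion receptor of satellite cells that endothelium and leukocytes also use, rose at 72 h from 0.365 to 6.44 ± 2.51 FPKM (SD, n = 5 and 5, log2 difference 3.78), and Myf5, which marks myogenic precursors, was 2.22 higher at 168 h (n = 3 and 4), though not with the incomplete library of 168 h kept in the fit (1.08, adjusted p = 0.0546 from limma). Mki67 and Top2a, which mark dividing cells of any type, rose at 72 h by 5.57 and 5.82, and Pcna at 48 h from 13.5 to 85.2 FPKM (log2 difference 2.55). Of 10 satellite cell markers, 2 rose at 24 h (Itga7 and Sdc3), 5 at 48 h (with Sdc4, Cd34 and Vcam1), 9 at 72 h and 4 at 168 h (Vcam1, Myf5, Cd34 and Sdc3). Upper quartile scaling gave 4 higher and 1 lower at 72 h, quantile normalization 3 and 1, and 2 rose at 168 h without the injured muscle of animal 02. Pax7 did not reach a group mean of 1 FPKM and was not tested. Of 21 cell cycle genes, 4 rose at 10 h, 16 at 24 h, 19 at 48 h, 21 at 72 h and 17 at 168 h, and 9 at 336 h. With an estimated correlation the cell cycle list had adjusted p = 0.57 at 72 h. At 336 h no cell cycle gene was called by limma without the injured muscle of animal 03, 04 or 05 or under quantile normalization, and 3, 4, 2 and 4 were called without the control muscles of animals 02 to 05. From the rise of the satellite cell markers, transcription factors and fusion genes, the paper concludes that the muscle was in the first stages of remodeling.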

The initiation of these different gene networks can be utilized to monitor healing progression of the injured muscle as well as offer insights into the signaling cascades that control healing timelines.

### Systems-Level Perspective of Transcriptional Networks

Summation of the different transcriptional networks for all of the time points shows the injury site is a complex environment with multiple cell types executing a wide variety of functions. Figure 5 illustrates the temporal transcriptome dynamics organized into three time periods, whereby co-regulated networks are categorized by Gene Ontology (GO) terms. The resulting network diagram captures the evolution of different transcriptional groups such as the immune network and cell-death program in the early time period, cytokines and growth and development in the middle and late periods, both of which were described above. The diagram also highlights combinatorial regulation of the injured site and healing progression. For example, in the middle time period, cytokines, immune cell genes and elements of the ECM are observed to interact with genes involved with growth and development. 

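Genes of the extracellular matrix rose strongly in the middle period. Postn, a matrix protein of healing tissue, was 5.80 higher on the log2 scale at 72 h and reached 257 ± 182 against 1.61 FPKM at 168 h (SD, n = 3 and 4, log2 difference 7.13, adjusted p = 3.45e-09 from limma). At 72 h Col1a1, a chain of type I collagen, was at 77.6 ± 39.9 against 2.89 FPKM (SD, n = 5 and 5, log2 difference 4.85), Fn1, fibronectin, at 31 ± 11.3 against 1.13 FPKM (log2 difference 4.71) and Col3a1 at 218 against 9.76 FPKM (log2 difference 4.47). Of 29 genes of matrix and fibroblasts, 13 rose at 10 h (16 when adjusted over the list alone), 13 at 24 h (15), 23 at 48 h (24), all 29 at 72 h and 23 at 168 h (26), and none fell. Single libraries decide some of these counts, with 8 at 24 h without the injured muscle of animal 05 or the control muscle of animal 04, 15 at 48 h without the injured muscle of animal 04, and 7 at 168 h without that of animal 02. The list had adjusted p = 0.77 at 72 h with an estimated correlation.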

As illustrated above, these collective interactions drove satellite cell proliferation through the Complement and Notch signaling pathways followed by differentiation and active Wnt signaling, all of which have previously been shown to influence satellite cell activation and differentiation^5^,^8^,^22^,^30^,^31^,^32^,^36^,^43^,^44^. Consequently, the collective interaction of many transcriptional programs such as inflammation, cytokine signaling, immunity, ECM remodeling, metabolism, and myogenic differentiation converge to influence the dynamics of satellite cells and muscle repair and regeneration (Supp. Fig. 7). The observed transcriptional patterns suggest the possibility that their detection can be utilized as bioinformatics classifiers^16^,^17^ to track healing progression after injury.

### Development of Transcriptional Signature Classification Schemas

As the observed gene expression dynamics displayed excellent agreement with previous muscle injury studies and showed unique temporal kinetics, an unbiased bioinformatics strategy for tracking healing progression using gene expression data after an LLMI was developed. The previously generated 68 datasets were utilized as training data and twelve additional RNA-Seq datasets were generated where the time points were blinded to act as test data. The twelve test datasets corresponded to three different time points and represented a mix of injured and uninjured samples (six uninjured control samples, two injured 3 h samples, two injured 10 h samples, and two injured 168 h samples). Four methods were developed for evaluation of the test datasets: Support Vector Machines (SVM), Principal Component Analysis (PCA), and two time point signatures methods. A neural network approach was considered, but insufficient training datasets were available for proper training^49^.

### Support Vector Machine Classifier Performance

An SVM classifier was developed and the best performance was obtained when the data was filtered to include all significant genes (see Methods). The weighted SVM calls from each pair of classifiers were summed, and the time point with the highest number of weighted votes was designated as the final classification call. The performance of the SVM classifier is illustrated in Fig. 6a, whereby the positive or negative symbol over each graph represents if the SVM call was accurate (positive symbol) or inaccurate (negative symbol). The relative height of the bars can be analyzed further to uncover generalizable patterns of performance. As can be seen for the uninjured control datasets, the height of the 10 h bars is slightly lower than the height of the control bars for four datasets. Similarly, for the injured 3 h datasets, the height of the uninjured control bars is slightly lower than the height of the injured 3 h bars. This result demonstrates that the SVM call possessed high confidence since adjacent time points both have a high number of votes. Overall, these results demonstrate that the SVM classifier could accurately identify 75% of the test datasets, but other bioinformatics techniques were evaluated to determine if higher classification accuracy could be obtained.

### Principal Component Analysis Results

Principal component analysis (PCA) was performed on both the training and test datasets. Figure 6b depicts the training and test datasets plotted in the space of principal components 1 and 2, whereby these two components account for nearly 60% of the variance observed between the datasets. 

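In the libraries used here the first principal component held 40.7% of the variance of z-scored FPKM over 12099 genes and the second 17.3%, together 58.0%. The analysis took the 76 libraries of known time point, 37 injured and 39 control, and no test library of the study was identified among them. The third component held 9.93%. On the second component the 168 h injured and control muscles of animal 02 scored 226 and 131, and the 72 h control muscle of animal 02 133. The other libraries lay between -85.0 and 61.5, so the share of that component rests in part on these irregular libraries. Over the genes called at any time point, which were chosen by the same labels, the share of components 1 and 2 was 71.1%.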

The circles are results from the training datasets and squares indicate the test datasets, where the left square indicates the time point the dataset was created from and the right square indicates the time point the dataset was classified as. The samples that were misclassified by PCA are uniquely similar to the errors observed from the SVM classifier. 

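The mean distance of injured muscle from the controls in components 1 and 2 was largest at 48 and 72 h. Injured muscle stood at 35.9 ± 21.9 (SD, n = 2) at 3 h against 21.1 ± 6.57 for the controls of that time (SD, n = 3), which could not be told from the spread (exact permutation adjusted p = 0.386, with 0.1 the smallest p that 2 against 3 libraries allow). At 10 h the distances were 65.4 ± 9.87 and 26.4 ± 13.7 (SD, n = 5 and 5; exact permutation adjusted p = 0.0357) and at 24 h 82.6 ± 56.9 and 18.3 ± 11.3 (SD, n = 5 and 5; exact permutation adjusted p = 0.0357). At 48 h injured muscle was at 200 ± 88.4 and controls at 43.0 ± 7.38 (SD, n = 3 and 4; exact permutation adjusted p = 0.0643), and every injured library lay farther out than every control library. At 72 h the values were 186 ± 74.4 and 48.6 ± 64.6 (SD, n = 5 and 5; exact permutation adjusted p = 0.0643). These tests ignore the pairing of the legs. Within mice, a comparison chosen after the values were seen, the injured leg lay farther out in 5 of 5 mice at 10, 24 and 72 h. It did so in 3 of 3 at 48 h and 1 of 2 at 3 h, too few mice for a sign-flip test to pass. The result at 24 h did not pass without any 1 of its control muscles (ratio 4.52, and 4.15, 4.57, 3.71, 5.35 and 5.31 without animals 01 to 05; exact permutation adjusted p = 0.0714 each), though every injured library then still lay farther out than every control. The control muscle of animal 02 at 72 h lay at 163 with 5611 genes above 1 FPKM, and without it the ratio of injured to control distance at 72 h went from 3.84 to 8.98 and passed (exact permutation adjusted p = 0.0476). Distances have no unit and come from z-scored FPKM, and the two-sided tests were adjusted over 9 time points.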

Figure 6b shows a gradual shift of expression signatures away from the uninjured controls from 3 h until 72 h. Beginning at 168 h after injury, the samples cluster progressively closer to the uninjured controls, such that the 672 h injured samples are nearly indistinguishable from the uninjured control datasets. 

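After the third day the injured muscles drew closer to the controls. Their distance from the control mean was 140 ± 161 at 168 h (SD, n = 3) against 57.4 ± 56.1 for controls (SD, n = 4; exact permutation adjusted p = 0.486), 49.8 ± 34.4 at 336 h against 20.9 ± 7.92 (SD, n = 5 and 5; exact permutation adjusted p = 0.202) and 34.8 ± 23.9 at 504 h against 21.3 ± 11.2 (SD, n = 4 and 3; exact permutation adjusted p = 0.486). At 672 h it was 43.4 ± 15.7 against 22.3 ± 10.0 (SD, n = 5 and 5; exact permutation adjusted p = 0.0714, p = 0.0397 before adjustment), a ratio of 1.94. At 336 h the injured muscles of animals 01 and 02 lay at 4.99 and 21.6, and those of animals 03 to 05 at 69.7, 68.5 and 84.3. At 168 h the ratio of 2.43 became 0.889 without the injured muscle of animal 02 and 5.21 without the control muscle of animal 02, since this animal stood far from the others in both legs. Within mice, a comparison chosen after the values were seen, the injured leg lay farther out than the control leg in 3 of 3 mice at 168 h (ratios 2.33, 2.22 and 2.18 for animals 02, 03 and 04), 4 of 5 at 336 h, 2 of 3 at 504 h and 5 of 5 at 672 h, too few for a sign-flip test, whose smallest p is 0.25 for 3 mice and 0.0625 for 5. A p above the threshold does not show that injured and control muscle were alike, and the differences between time points were not tested. Distance carries no direction. On the first component the 672 h injured muscles of animals 01 to 04 stood at -60.2, -46.9, -54.45 and -45.9. Their control legs stood at -44.4, -46.2, -52.65 and -43.2, and injured muscle of 72 h at 50.9 to 256. In these mice the injured leg thus did not lie toward the 72 h muscles on that component. In animal 05 it did, at 17.7 against -5.97.

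**Figure D2:**
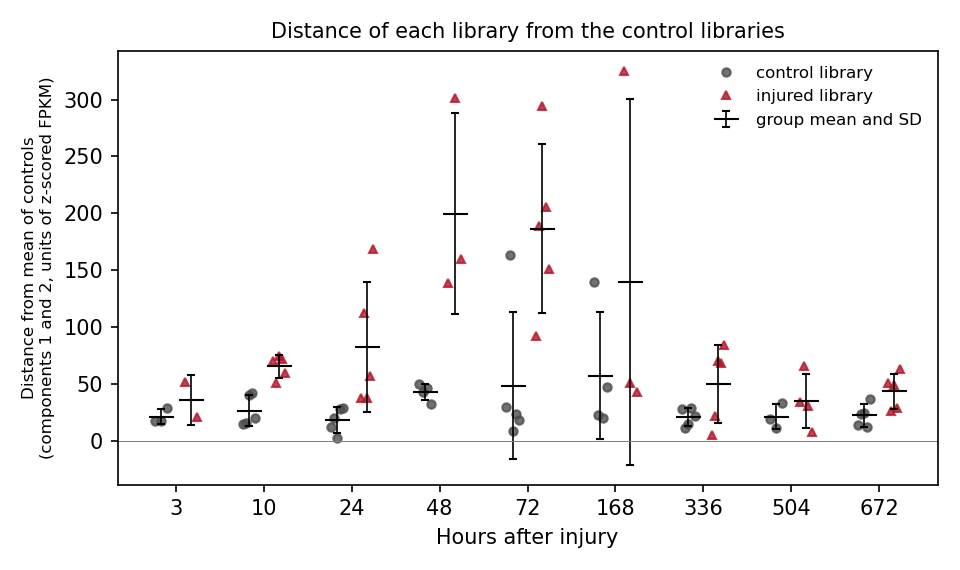
Distance of each library from the mean of all control libraries in principal components 1 and 2 (y axis, no unit) by time after injury (x axis, h), with points for injured and control libraries and bars for the mean and SD. Injured libraries average 200 at 48 h and 43.4 at 672 h.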

The scatterplot also indicates that the three samples most likely to be misclassified – the two injured 168 h samples and one of the six uninjured control samples, do not cluster with other samples from the same time point.

The PCA results suggest several additional rules for evaluating the confidence of sample classification decisions. For both the PCA and SVM approaches, samples at 3 h and 504 h cluster near the controls. Similarly, adjacent time points are near to each other in the multi-dimensional feature space (in the case of PCA), and kernel space (in the case of SVM).

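Leaving out each animal in turn and giving each library the class of its nearest remaining library placed 61 of 76 libraries in their own class (80.3%, exact binomial interval 69.5 to 88.5%). Of 39 controls 35 were placed correctly, as were all libraries of 3, 10 and 24 h, 2 of 3 at 48 h, 4 of 5 at 72 h, 1 of 3 at 168 h, 3 of 5 at 336 h, 1 of 4 at 504 h and 3 of 5 at 672 h. Of 11 misplaced injured libraries 5 were nearest to a library of a neighbouring time, 3 to a control and 3 to a library of another time. At 336, 504 and 672 h 1 library each was nearest to a control. A linear support vector machine placed 62 libraries correctly and the time point-weighted signature 49, which are 81.6% and 64.5%. The signature placed 39 of 39 controls but 10 of 37 injured libraries, and none of those of 48, 168, 336, 504 and 672 h. These are the deposited libraries classified among themselves, with their values scaled over all libraries, and not the blinded test of the study. The binomial interval takes libraries as independent, though 36 mice gave both legs. Calling every library a control would place 39 of 76.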

### Two Time Point Signatures Methods

In the time point-weighted signatures method, genes that underwent a dynamic change as a result of the injury were assigned a score for each time point (see Methods). Figure 6c illustrates the results of the Time point—Weighted—Method approach, where the dark blue graphs in each subplot indicate the training dataset profiles for the different times after injury. A time point signatures score reflects the number of genes for which the test sample gene profile matches a training sample—both were upregulated, downregulated, or unchanged relative to the controls. This number of matching genes is weighted by the classification power of the genes—i.e. a gene that is upregulated at only two time points has greater power for classification compared to a gene that is upregulated at 7 of the time points. For the resulting scores, a difference of over 100 weighted genes between adjacent time points indicates a high confidence algorithm call. A score difference of 50 to 100 indicates a medium confidence call and score differences are noted along the y-axis of Fig. 6c. Figure 6c also shows the profiles for the injured 3 hours, 672 h, and to a lesser extent 504 h are highly similar to the uninjured control profiles. 

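Signature profiles made from the injured and control FPKM of each time point were close to the control profile at both ends of the series. Their Pearson correlation with it over 10 profile scores was 0.977 at 3 h, 0.993 at 504 h and 0.999 at 672 h. In between it was 0.722 at 10 h, -0.153 at 24 h, -0.933 at 48 h, -0.929 at 72 h, -0.694 at 168 h and 0.90 at 336 h. The value at 24 h rests on single libraries, ranging from -0.468 to 0.609 as each was left out, with 0.609 without the injured muscle of animal 05 and 0.0545 without the control muscle of animal 04, and that at 168 h becomes 0.835 without the injured muscle of animal 02. The scores of a profile are not independent, so no test is given.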

A Pearson correlation of 0.931 was observed between the injured 3 h training profiles and the uninjured control, 0.98 between the 504 h profiles and the uninjured controls, and 0.996 between the 672 h profiles and the uninjured controls, respectively. In the test data, the uninjured control and injured 3 h datasets follow the training data closely, while the 10 h and 168 h samples deviate from the training data.

The time point-weighted signatures method assigns normalized weights to the magnitude of the fold change between the injured and control samples and used the calculated weights to match gene profiles between training and blinded samples (see Methods). Using this approach, specific genes whose changes in expression are useful for classifying a blinded time point could be determined. Examples of the representative genes include TCDD-Inducible Poly(ADP-Ribose) Polymerase-Tiparp (fold change = 3, P-value = 0.011) at 3 h, FOS-Like Antigen 1-Fosl1 (fold change = 13.06, P-value = 0.0166) at 10 h, Nicotinamide Riboside Kinase 2-Nmrk2 (fold change = 3.01,P-value = 7.05e-5) at 24 h, Insulin-like Growth Factor 2 Receptor-Igf2r (fold change = 3.18, P-value = 2.34e-4) at 48 h, Interferon-Induced Protein 35-Ifi35 (fold change = 4.31, P-value = 1.44e-4) at 72 h, Phosphoglucomutase 5-Pgm5 (fold change = 2.90, P-value = 1.88e-3) at 168 h, Collagen Type VI Alpha 6-Col6a6 (fold change = 8.02, P-value = 4.95e-5) at 336 h, and Myosin Light Chain 10-Myl10 (fold change = −3.68, P-value = 1.72e-2) at 672 h. These genes had a high fold change for a single time point, and low fold changes of injured versus control for each of the other time points. 

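Several of the representative genes changed at more than 1 time point. Fosl1, a partner of Jun in the AP-1 factor, was at 13.2 ± 11.3 against 0.0115 FPKM at 10 h (SD, n = 5 and 5, log2 difference 6.16, adjusted p = 6.69e-19 from limma), and was also called at 24 h (5.76) and at 48 h (4.89). Nmrk2, a nicotinamide riboside kinase of muscle, was at 181 ± 91.8 against 77.4 ± 55.8 FPKM at 24 h (SD, n = 5 and 5; adjusted p = 0.00546) and 2.62 higher on the log2 scale at 48 h (adjusted p = 2.86e-06), the former not called when each time point was fitted alone (adjusted p = 0.0552). Igf2r was 1.37 higher at 48 h, which fell under 2-fold with upper quartile scaling (0.89), and Ifi35, induced by interferon, rose at 72 h from 5.38 to 26.3 ± 9.24 FPKM (SD, n = 5 and 5, log2 difference 2.23, adjusted p = 2.38e-11). Pgm5, a cytoskeletal relative of phosphoglucomutase, was 1.26 higher at 168 h (adjusted p = 0.00487), not called without the control muscle of animal 04 (0.97) and at -0.15 with the incomplete library of that time kept. Tiparp, a poly(ADP-ribose) polymerase, had a log2 difference of 0.48 at 3 h (adjusted p = 0.564), and that of Myl10 at 672 h, a myosin light chain gene, was -1.40 (adjusted p = 1) and became -0.59 without the injured muscle of animal 02, which was listed at 0. Col6a6 was at 0.782 ± 0.543 against 0.204 FPKM at 336 h (SD, n = 5 and 5) and was below the level needed for the test. Comparing the study's time point with each of the other 8 for 7 of these genes gave 56 contrasts. At an adjusted p under 0.05, Fosl1 differed from 6 other time points, Ifi35 from 7, Igf2r from 5, Pgm5 from 3 and Nmrk2 from 2, and no gene differed from all 8. These genes were chosen by the study on these samples.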

Genes such as these were then selected to differentiate between time points because pairwise profile comparisons at adjacent time points are of greater interest than the global expression profile of a gene across multiple time points.

### Overall Gene Classification Schema Performance

The overall performance of the four sample classification methods is illustrated in Fig. 7. All of the methods incorrectly predicted one of the injured 168 h samples as either injured 336 h (both the Time point-Weighted and Time point-Specific methods) or as an uninjured control (PCA and SVM methods). The other injured 168 h test sample was also incorrectly predicted by 3 of the methods. This result is due to variability in the training data from the 168 h injured samples. Overall, the results from these classification schemas suggest that the time point signature approaches outperformed the SVM and PCA classifiers by 10 percent, with time point weighted signatures method performing better than time point- specific signatures method.

To further probe into the origin of the variability observed from the RNA-Seq data at 168 h, quantitative PCR (qPCR) for multiple genes (n = 25) and biological replicates from different samples was performed (Supp. Fig. 2). Comparison of four biological replicate experiments with qPCR and the RNA-Seq results showed that the determined expression values were strongly correlated (R^2^ = 0.88), indicating the observed variation at 168 h is biologically representative. 

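Among the lists tested, the injured muscles of 168 h differed from each other most in blood and immune cell genes, in large part through animal 02. Ccl8, a monocyte chemokine, was at 441 ± 726 FPKM in injured muscle (SD, n = 3) against 0.674 ± 0.53 FPKM in controls (SD, n = 4), a log2 difference of 7.17 (standard error 0.97, adjusted p = 7.09e-08 from limma) that did not pass with 168 h fitted alone (adjusted p = 0.0756). Between injured animals the median SD of log2 FPKM at 168 h was 2.51 for proinflammatory cytokines and chemokines and 2.16 for complement and phagocytosis genes, against 0.576 over all genes tested. It was 2.80 for 7 erythroid markers, which varied between controls too (1.81), and 1.39 for matrix and fibroblast genes. Animal 02 carries most of this spread, since without it the median SD was 0.15 for cytokines and chemokines, 0.159 for complement and phagocytosis, 1.337 for erythroid markers, 0.281 for matrix and fibroblast genes and 0.12 over all genes tested. Neutrophil markers were an exception, at 1.372 with all animals, 1.163 without animal 02 and 0.837 without animal 03. Sln, which encodes sarcolipin, an inhibitor of the sarcoplasmic calcium pump, was 7.42 higher (adjusted p = 3.9e-08), though not with 168 h fitted alone (adjusted p = 0.0562).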

Further inspection of the genes from the 168 h time point that contributed the highest loadings to the overall variance showed enrichments in several pathways such as angiogenesis, ECM remodeling, immune response and endocytosis (Supp. Table 3). These pathways are consistent with neighboring time points (72 h and 336 h), as well as reinforce the observation of proliferating myogenic precursors remodeling their niche and myoblasts undergoing differentiation since differentiating myoblasts promote angiogenesis^50^. Collectively, these findings support the conclusion that the data observed from the 168 h time point is biologically representative even though the training and test data replicates for the 168 h time points exhibited a slightly lower Pearson correlation of 0.90, compared to a correlation over 0.95 for replicates from the other time points. 

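The injured muscles of 168 h were less alike than those of other time points. Their pairwise Pearson correlations of FPKM were 0.455 for animals 02 and 03, 0.472 for 02 and 04 and 0.991 for 03 and 04, with a mean of 0.639, and the control muscles of 168 h had a mean of 0.864. Mean correlations of injured muscles were 0.994 at 3 h, 0.980 at 10 h, 0.957 at 48 h, 0.895 at 72 h, 0.963 at 336 h, 0.749 at 504 h and 0.989 at 672 h. Abundant genes listed at 0 lower some of these values, since in the 168 h injured muscle of animal 02 Acta1, Mylpf and Myl1, which encode main proteins of the fiber, were listed at 0, as were Acta1, Ckm, Mylpf, Myl1, Tnnt3, Tpm1 and Pvalb in the 504 h injured muscle of animal 03. Without the 12 genes so listed in any library the mean was 0.741 at 168 h and 0.978 at 504 h. The correlations are across genes and the pairs share animals, so no test is given. From the expression measured by quantitative PCR and the pathways of the variable genes, the paper concludes that the 168 h data represent the tissue, while noting their lower replicate correlation.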

One possible explanation for the anomalous behavior from the 168 h time point is that the collection of profiled cells may be in multiple states. In support of this hypothesis, profiling single cells through myogenic differentiation under homogenous conditions revealed high cell-to-cell variation and transcriptional changes over variable time scales^51^. Since the RNA-Seq profiles represent an average of measurements, with the most abundant cell type contributing the largest component of the composite expression value, variations in expression through time from single cells will add heterogeneity. Furthermore, as discussed above, at the 168 h time point we view signatures of proliferating myogenic precursors and differentiating myoblasts, both of which contribute differently to the merged expression value. Thus, the variability from the 168 h may be due to sampled myogenic cells at different stages of differentiation.

The four classification methods gave inconsistent results for the injured 168 h samples, suggesting that cells at that time may be undergoing transition states that lead to high variability between replicate samples. Though the injured 168 h samples were challenging to classify, the successful classification of multiple uninjured control samples, injured 3 h, and injured 10 h datasets advances the overarching goal of identifying easily accessible biomarkers for healing status and early triage. The ability to classify a small volume of tissue such as a muscle biopsy from a fine-needle aspirate to the correct post-injury time point serves as a step toward the eventual goal of translating molecular ontology networks into quantitative diagnostics.

### Classification Analysis at the Pathway Level

The time point classification analysis with the PCA, SVM, and time point signature methods was repeated at the pathway level to identify if gene pathways could differentiate time points after injury with greater accuracy than at the gene level. Generally, analysis at the pathway level carries less statistical power than analysis at the gene level, as pathway expression values are the mean of the expression values of individual genes, and consequently have a greater amount of noise. The SVM approach (results not shown) led to a number of samples misclassified at the pathway level. Supplemental Figure 10 shows PCA also did not perform as well at the pathway level, however, the errors that were made by the classifier were generally for datasets from adjacent time points (injured 10 h datasets classified as 24 h, injured 3 h datasets classified as an uninjured control). This enables classification of samples to an “early”, “middle”, or “late” category, as delineated in Supplemental Figure 10a.

The Time Point-Specific and Time Point-Weighted signatures method at the pathway level were able to classify 10 of the 12 test samples correctly (Supp. Figure 10b), with an uninjured control dataset misclassified as an injured 168 h dataset, and an injured 168 h dataset misclassified as an uninjured control dataset (Supp. Figure 10b). These were the same samples misclassified by performing the analysis at the gene level. The weighted loadings of the pathways in component space were used to identify a set of pathways that contribute the most to variation across the time points (Fig. 8 and Supplementary Figure 11). A number of these are associated with inflammation, the immune response and cell death for the early time period (IL-6 and Interferon- Gamma signaling, monocyte activation, triggering of coagulation and complement, apoptosis and hypoxia). 

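Members of several lists that cover these pathways rose in the early period. Of 18 interferon response genes, 3 rose at 3 h (Ifit1, Gbp2 and Irf1; 8 when adjusted over the list alone), 2 at 10 h (Mx1 and Oasl2; neither under quantile normalization or when adjusted over the list alone) and 13 at 24 h. At 10 h none was called by limma without the injured muscle of animal 01 or 04, and 1 without the control muscle of animal 02, 04 or 05 or the injured muscle of animal 05. Of 12 genes of coagulation and fibrinolysis, 7 rose at 10 h and 9 at 24 h, among them Plaur, the urokinase receptor, by 4.22 at 3 h (adjusted p = 7.76e-06 from limma), and Thbd, thrombomodulin, from 1.8 to 76.5 ± 39.9 FPKM at 10 h (SD, n = 5 and 5, log2 difference 5.21, adjusted p = 9.39e-19). Of 12 hypoxia genes, 3 rose at 10 h (Hif1a, Slc2a1 and Adm) and 5 at 24 h, with Ndrg1 and Ero1l added. Hif1a, the oxygen-regulated transcription factor, rose by 1.65 at 24 h, and Hmox1, heme oxygenase 1, from 6.53 to 40.6 FPKM (log2 difference 3.16), while Vegfa had a log2 difference of -0.53 (adjusted p = 0.318). With upper quartile scaling 3 hypoxia genes rose and 1 fell at 24 h. With an estimated correlation the coagulation list had adjusted p = 0.015 at 3 h and 0.17 at 10 h and the interferon list 0.099 at 3 h. With the preset correlation the interferon list had adjusted p = 0.699 at 10 h and the hypoxia list 0.589 at 10 h and 0.937 at 24 h. Without the injured muscle of animal 11, 1 interferon gene rose at 3 h, and without that of animal 05, 11 coagulation genes rose at 10 h.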

In the middle phase, elements that regulate the immune system are still active (Nod-Like Receptors, Type 1 interferons, IL-12 signaling), while fibrinolysis and ECM remodeling (cytoskeletal protein cleavage, cell junction organization), cellular differentiation (Wnt signaling and syndecan-4 pathway) in addition to numerous metabolic pathways (HDL- mediated lipid transport pathways, threonine metabolism pathway) become significantly over- expressed. 

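Interferon genes were higher in the middle period, as were most genes of several other lists. All 18 rose at 72 h and 17 at 168 h, with Irf7, a transcription factor of the type I response, at 69.5 ± 30.2 against 0.86 FPKM at 72 h (SD, n = 5 and 5, log2 difference 6.25, adjusted p = 8.73e-17 from limma). At 168 h 2 rose without the injured muscle of animal 02. With an estimated correlation the list had adjusted p = 0.574 at 72 h and 0.486 at 168 h. Of 9 lipid transport genes, 7 rose at 48 h and 8 at 72 h, led by Apoe, apolipoprotein E, at 912 ± 602 against 12.9 FPKM at 72 h (SD, n = 5 and 5, log2 difference 6.15). The lipid transport list had adjusted p = 0.221 at 48 h and 0.0199 at 72 h with the preset correlation, and 0.737 and 0.578 with an estimated one, and under quantile normalization 3 rose and 1 fell at 48 h. Of 23 genes of oxidative phosphorylation and the citrate cycle, 1, Idh2, fell at 48 h and 1, Ogdh, at 168 h, and both calls depend on single libraries. Idh2 at 48 h had a log2 difference of -1.01 and was not called without the control muscle of animal 01 (adjusted p = 0.0742) or 02 (adjusted p = 0.0834) or the injured muscle of animal 04 (adjusted p = 0.132) or 05 (adjusted p = 0.0735), nor with the animal as a block (-0.91, adjusted p = 0.0633). Ogdh at 168 h had a log2 difference of -1.08, which became -0.27 without the injured muscle of animal 02 and -1.65 without that of animal 04, and was not called without the control muscle of animal 03 (adjusted p = 0.0729). With upper quartile scaling 18 of the 23 fell at 48 h and 18 at 72 h. Of 18 genes of branched-chain amino acid degradation, 3 fell at 48 h (Ivd, Acadsb and Bckdhb), 14 with upper quartile scaling, and 1 and 5 without the injured muscles of animals 04 and 05.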

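Few genes of these families were called after 168 h. Of 19 genes of endothelium and angiogenesis, Apln alone rose at 336 h, while 9 rose at 72 h, where quantile normalization gave 2 higher and 8 lower. Of 13 genes of glycosaminoglycan and chondroitin sulfate metabolism, none was called by limma at 336 h (4 when adjusted over the list alone) and 11 rose at 72 h. Of 9 integrins, Itga9 alone rose at 336 h and 8 at 72 h, with Itga5, the fibronectin receptor chain, at 9.79 ± 5.24 against 0.91 FPKM at 48 h (SD, n = 3 and 4, log2 difference 3.21, adjusted p = 4.22e-08 from limma). Ncam1, the neural cell adhesion molecule, rose at 72 h from 0.258 to 2.68 FPKM (log2 difference 3.01), and Ednrb, an endothelin receptor, from 0.77 to 5.58 ± 1.45 FPKM (SD, n = 5 and 5, log2 difference 2.68). Of 8 nerve and Schwann cell markers, 4 rose at 72 h (Pmp22, Cnp, Mbp and Egr2), where quantile normalization gave 2 higher and 4 lower, and none was called at 336 h. The calls at 336 h depend on which libraries are kept, since the injured muscles of animals 01 and 02 were unlike those of 03 to 05. Animals 01 and 02 each held down the counts, with 2 endothelial, 2 integrin and 5 glycosaminoglycan genes called without either injured muscle. No endothelial or integrin gene was called without the injured muscle of animal 03, 04 or 05 or the control muscle of animal 04. No integrin gene was called without the control muscle of animal 02, 03 or 05. No gene of these lists was called at 504 or 672 h, where limma had 654 and 381 genes of all those tested at an unadjusted p under 0.05.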

In the late phase, angiogenesis and endothelin pathways are activated in addition to neural regeneration pathways (NCAM signaling) as well as pathways associated with cellular adhesion and myoblast fusion, ECM remodeling and metabolism (integrin-cell surface interactions, GAG metabolism, chondroitin sulfate – dermatan sulfate metabolism). Many of the identified time point specific pathways matched the pathways discovered during the GSEA and DAVID analysis on the training RNA-seq data highlighted above.

## Discussion

Multiple gene expression programs and pathways have been linked to muscle repair and regeneration, each of which acts with differing kinetics and degrees of activation for different individuals. This feature, in conjunction with limitations of available imaging tools, has prevented quantitative classification of healing progression for individuals who sustain a LLMI. Herein, high-resolution RNA-Seq was utilized to track the different stages of healing after a traumatic injury and using this approach, multiple types of cellular programs that confer different properties to the muscle repair and regeneration system were able to be monitored through time. In contrast to imaging modalities that provide low resolution and little information on the various gene expression programs, accurate classification of uninjured and injured tissues was carried out without a priori knowledge. Several different bioinformatics classification methods were utilized to dissect the genomic datasets and metrics of performance for each schema were assessed. This methodology may help clarify or further enable diagnosis of how a given patient is progressing towards healing after a traumatic injury as well as enable a clinician to determine the relative timing of different muscle repair and regeneration networks that potentiate a return- to-activity decision. Moreover, the approach can be coupled to guide treatments and evaluate therapeutic efficacies.

The RNA-Seq results demonstrated that the injury site is highly dynamic with multiple gene expression programs contributing to healing progression, including several with antagonistic behavior. To gain further insight into the transcriptional networks, pathway analysis was performed and showed the networks progressively migrating from a pro-inflammatory protective state in the early period after the injury to an anti-inflammatory, supportive state in the middle and late time periods. The observed networks are consistent with previous studies and highlight the possibility to quantitatively track healing progression via transcript profiling using high- throughput sequencing. To test the robustness of the generated datasets and the ability to classify a given sample, additional datasets were generated and the corresponding time points after the injury were blinded. Four different bioinformatics techniques were then utilized to classify the blinded samples and the performance of the classification schemas was quantified. The novel time point signature approaches outperformed the SVM and PCA classifiers and the difference in performance of the two time point signatures approaches suggests the need for an optimized model to weight the dot products across pairwise sample comparisons. The model for time point weighted signatures method performed better because it accounted for FPKM expression levels for different genes in addition to the number of time points for which a given gene exhibited a fold change. A future direction of research might aim to improve this model via a grid search algorithm designed to determine the optimal set of weights for a given gene profile^52^.

The four classification methods gave inconsistent results for the injured 168 h samples, suggesting that cells at that time may be undergoing transition states that lead to high variability between replicate samples. The variability from these states makes a single profile more difficult to determine for later stages of muscle repair and regeneration. To further develop predictive power for these time points, single cell transcriptomic profiling^51^ or sampling of multiple locations from the injury site may enable better fidelity at predicting healing trajectories and outcomes during the regenerative phase after injury. Though the injured 168 h samples were challenging to classify, the successful classification of multiple uninjured control samples, injured 3 h, and injured 10 h datasets advances the overarching goal of identifying easily accessible biomarkers for healing status and early triage. The ability to classify a small volume of tissue such as a muscle biopsy from a fine-needle aspirate to the correct post-injury time point serves as a step toward the eventual goal of translating molecular ontology networks into quantitative diagnostics.

## Materials and Methods

All experimental protocols were approved by the USARIEM Institutional Animal Care and Use Committee (IACUC).

### Animals & Traumatic Injury Model

Male C57BL/6J mice (10 weeks of age, 24–27 grams) were obtained from The Jackson Laboratory (Bar Harbor, ME). Mice were housed one per cage (shoebox cage, 7″ × 11″ × 5″ h) in the USARIEM animal facility at a constant Ta = 24 ± 1 °C, 50% relative humidity, with a 12 h/ 12 h (0600–1800 h) light/dark cycle. Standard laboratory rodent chow and water were provided ad libitum. Cages were supplied with Alpha-dri and cob blend bedding for nesting and enrichment and plastic houses for warmth and comfort. Food intake and body mass were recorded daily. Mice were cared for in accordance with the Guide for the Care and Use of Laboratory Animals in a facility accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care (AAALAC).

Prior to administration of the freeze injury, mice were anesthetized with a combination of fentanyl (0.33 mg/kg), droperidol (16.7 mg/kg), and diazepam (5 mg/kg). The TA muscle was exposed via a 1 cm long incision in the aseptically prepared skin overlying the TA muscle. Freeze injury was performed in the left, hind limb. The non-injured contralateral leg served as one control. Freeze injury was induced by applying a 6 mm diameter steel probe (cooled to the temperature of dry ice, −70C) to the belly of the TA muscle (directly below incision site) for 10 seconds. Following injury, the skin incision was closed using 6-0 plain gut absorbable suture(Ethicon, Piscataway, NJ). The analgesic, Buprenorphine (0.1 mg/kg SQ) was administered using a 25–27 gauge needle prior to recovery from anesthesia.

Mice were euthanized at each time-point post-injury (3, 10, 24, 48, 72, 168, 336, 504, 672 h) via CO_2_ inhalation (2 liters/min), thoracotomy and exsanguination. TA muscles were removed from the injured and contralateral limb; weighed, and a portion of the tissue was homogenized in Trizol, snap frozen in liquid N_2_, and stored at −80 °C.

### RNA-Isolation and Sequencing Library Preparation

Total RNA was isolated from the homogenized tissue in Trizol using the miRNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. RNA concentration and integrity were measured with a Nanodrop spectrophotometer (Nanodrop 2000c) and Bioanalyzer (Agilent 2100). If a sample did not pass quality metrics for further processing (RIN >7), the samples were omitted from further processing. This quality check resulted in several time points that only had two tissues, such as the 3 hour and 168 hour time points, or the 48, 336, 504 and 672 hour time points, which only had three tissues. At least 1 μg of isolated total RNA was used to produce strand-specific cDNA libraries using the Truseq protocol, as per the manufacturer’s instructions and previously described^53^. Individual libraries were pooled and sequenced using twelve lanes of 76-base paired reads on an Illumina Genome Analyzer IIx.

The RNA-seq datasets were separated into a training dataset and a test dataset. The training datasets consisted of 37 control samples, two injured 3 h samples, five injured 10 h samples, four injured 24 h samples, three injured 48 h samples, four injured 72 h samples, two injured 168 h samples, three injured 336 h samples, three injured 504 h samples, and four injured 672 h samples.

### RNA-Seq Data Processing

RNA data in BAM format was aligned to the reference mouse genome (mm9) using the TopHat aligner. All analysis was performed using the mm9 mouse assembly and annotation as reference. The aligned reads were then analyzed with the Cufflinks 21 software suite (v2.1.1). The Cufflinks tool was first used to assemble transcripts for each replicate and time point. Separate assemblies were generated for injured and controlled conditions. Next, Cuffmerge was applied to the assembled transcripts to create a single merged transcriptome annotation for each condition (injured or control). Third, Cuffdiff was used to find differentially expressed genes and isoforms across time points and conditions, as well as detect differential splicing and alternative promoter usage. Cuffdiff was executed using the merged transcriptome assembly along with BAM files from the TopHat tool for each individual replicate. Last, the CummeRBund R package was used to compute statistics on differentially expressed genes and isoforms. All reference information for Mus musculus was downloaded from the Illumina iGenome site: http://cufflinks.cbcb.umd.edu/igenomes.html. The UCSC mm9 build was utilized with Cufflinks and Cuffmerge.

### Data Filtering

Gene and isoform FPKM values derived via the Cufflinks analysis were filtered to remove uninformative replicates. A pairwise Pearson correlation was computed across replicates for a time point (3 h – 672 h) for each condition (control, injured). Any replicate that did not correlate with all other replicates with R^2^ ≥ 0.95 was excluded from the analysis. Replicates were merged into aggregate gene and isoform expression values. The median FPKM was computed across each set of replicates. If this value was 0, the aggregate FPKM for the time point/condition was set to 0. Otherwise, the mean FPKM was computed across the replicates. The data was further filtered to limit the analysis to genes and isoforms with a significant change in expression. To meet this requirement, a gene/isoform was required to exhibit FPKM >=1 at one or more of the 9 time points with a q value less than 0.05. Additionally, the gene/isoform must have undergone a two-fold (or higher) fold change in FPKM at one or more time points. These criteria resulted in 5,668 significant genes, as described in the “Global Transcriptional Dynamics” section, as well as 7,258 significant isoforms.

### Gene Set Enrichment Analysis

Filtered replicates were analyzed with the standalone version of the GSEA^54^ (Gene Set Enrichment Analysis) tool (v. 2.0.8). Candidate gene sets were selected from the Molecular Signatures Database version 4.0 (MSigDB), filtering by “Mus musculus” organism and “MOUSE_GENE_SYMBOL” chip. The analysis was refined by focusing on gene sets associated with the reactome. The analysis was performed using a categorical phenotype .cls input file, comparing all 31 injured replicates to all 37 control replicates. This was followed by a time series analysis using a continuous .cls input phenotype. Each profile in this phenotype corresponded to gene upregulation at a single time point. GSEA identifies gene sets that are correlated and anticorrelated with a continuous profile, and the anti-correlated gene sets were interpreted as down-regulated for the given time point. GSEA was executed with 1000 permutations, no collapsing of datasets to gene symbols, since the input data file had been filtered as described above in the “Data Filtering” section to avoid multiple probes per gene, and the gene set permutation type. For the categorical phenotype, genes were ranked using the Signal2Noise metric, whereas for the continuous phenotype genes were ranked via the Pearson correlation metric. Gene sets with more than 500 genes and fewer than 15 genes were excluded from the analysis. The resulting gene sets were filtered by FDR value – a cutoff of 0.05 was used in determining significant gene sets.

### Functional Annotation of Differentially Expressed Genes

Differentially expressed genes, as found by the Cuffdiff analysis described above, were grouped by time point. These gene groups were than analyzed with the DAVID Functional Annotation Tool^55^. The “GOTERM_BP_FAT”, “GOTERM_MF_FAT”, and “KEGG_PATHWAY” annotation criteria were selected with Bonferonni multiple testing correction. Differentially expressed genes were also analyzed with the Generic GO Term Finder tool from the Lewis- Sigler Institute for Integrative Genomics^55^,^56^. Significantly enriched GO Terms (FDR < 0.05) were clustered with the Gephi software tool (v.0.8.2) to discover major functional groups.

### Alternative Splicing Analysis

The MISO software (0.5.2) was used to identify genes that underwent alternative splicing^57^. The mouse mm9 alternative event annotation file (v 1.0) was downloaded from the MISO Web site for alternative splicing analysis. Results were filtered by significance and order or magnitude of expression change, using cutoff values suggested in the MISO documentation. The set of differentially expressed events generated by MISO was filtered such that 1) events have at least 1 inclusion read, 2) events have at least one exclusion read, 3) the sum of inclusion and exclusion reads is at least 10, 4) the delta Psi is at least 0.20, 5) the Bayes factor is at least 10. The set of filtered events was visualized using the Sashimi software, using the number of reads in each sample to normalize the read density for RPKM calculation.

### Sample Classification

For each of the four methods, the RNA-seq data was filtered in several ways to determine the optimal subset of data to use for correctly predicting the unknown time point^58^. In the first approach, the full set of 23,811 mouse genes was reduced to the 5,794 genes that were differentially expressed at one or more time points. A log_2_ fold change in FPKM between an injured time point sample and the corresponding control, as well as a minimum FPKM of 0.5 at one of the 10 time points was used as the criteria to determine differential expression. As an alternative filtering technique, only genes that were differentially expressed at a single time point (2,319 genes) were used for the analysis. In the third filtering approach, isoforms rather than genes were examined, and an initial set of 30,564 isoforms was filtered to a set of 7,541 isoforms with differential expression. In a fourth approach, this set of 7,541 isoforms was further filtered to a set of 1,908 isoforms that exhibited differential expression at only a single time point. For each of these filtering approaches, the four classification techniques discussed below were applied to both the raw FPKM values in the set of genes/isoforms, and to the log_2_ fold change of injured/control.

### Support Vector Machine

The “one vs. one” and “one vs. all” approaches were used to train a cascade of support vector machines to classify the blinded RNA-Seq time points^59^. In the “one vs. one” approach, the support vector machine functionality of the MATLAB (v2013a) Machine Learning Toolkit was utilized to train a support vector machine classifier with a linear kernel to distinguish between each pair of time points. A sample was analyzed with the full set of 45 SVM classifiers. Each SVM call was weighted by the distance of the support vectors from the separating hyperplane. This distance was computed with Equation 1^60^, whereby a decision hyperplane is defined by an intercept term b and a decision hyperplane normal vector 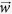 that is perpendicular to the hyperplane. The set of training data is represented as 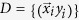, where each member is a pair of a vector 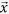 and a class label y_i_ assigned by the support vector machine. 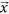 is the vector composed of all gene expression values corresponding to a single sample. R represents the distance of 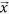 from the separating hyperplane.

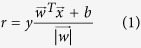

The weighted SVM calls from each pair of classifiers were summed, and the time point with the highest number of weighted votes was designated as the final classification call^61^,^62^. In the contrasting “one vs. all” approach, the control samples formed one class and the nine injured time point samples formed a second class^63^. An SVM was used to determine whether a blinded sample was closer to a control or an injured sample. If closer to an injured sample, the process was repeated—each time point was compared to the full set of remaining time points, excluding time points one by one until the most likely time point was determined. This approach did not perform as well as the one vs. one approach.

### Principal Component Analysis

Principal component analysis was performed on the data using the Statistics Toolbox in MATLAB (v.2013a)^64^. A matrix was formulated such that the each row contained the FPKM values for the full set of genes for each sample. Equivalently, each column contained the FPKM expression profile for a single gene across all the samples. The z-score of each expression profile was computed to normalize the data. The original data were transformed to the space of principal components. For each test sample, the distance formula in N dimensions (N = number of principle components) was applied to determine the nearest training dataset in PCA space. The test dataset was classified to belong to the same time point (or control) as the nearest sample^65^. PCA analysis was also used to determine the set of genes/isoforms that contribute the most to the variance between expression profiles for the time points^66^. A dot product was computed between the principal component coefficients (loadings) for each component and the eigenvalues of the covariance matrix of the data. The elements with the highest weights in the resulting matrix correspond to the genes that contribute the most to the variance between the time points^67^.

### Comparison of Weighted Gene Expression Profiles

Replicates for each time point in the training dataset were combined. If the median FPKM value across the replicates was zero, the combined FPKM was set to 0. Otherwise, replicate FPKM values were averaged for each time point. Two approaches were implemented to characterize the training data expression profiles.

### Time Point-Specific Signatures Method

In the time point-weighted signatures method, any gene with FPKM greater than or equal to 0.5 and a logfold change in expression greater than 2 was assigned a score equal to one over the number of time points where the gene exhibited a significant change in expression. The number of time points with a significant change in expression was calculated separately for upregulated (injured/control) and downregulated genes. For example, if a gene was upregulated at 3 h and 10 h after injury and downregulated 504 h after injury, the weighting would be ½ for the upregulated time points and 1 for the downregulated time point. The gene expression profile of a test dataset was then compared to each of the profiles for the training dataset. A match score of zero was initialized for each comparison training dataset. In the case of a match (i.e. a gene was upregulated in both the training and test dataset, downregulated in both datasets, or did not exhibit a significant change in expression in either dataset), the score was incremented by the upregulated or downregulated weight of the gene. If a gene did not exhibit a significant expression fold change in either dataset, the match score was incremented by 0.5. This number was determined via least squares regression as the optimal weight to assign in the case of no fold change, based on the composite profile of the training data. Ultimately, the test dataset was classified as the time point with the highest match score in the training data.

### Time Point-Weighted Signatures Method

The time point-weighted signatures method differs from the time point-specific signature method in how weights are assigned to the dot product of gene expression vectors. Rather than weighting a gene in a training dataset based on the number of time points where the gene was upregulated or downregulated, weights were assigned based on the magnitude of the fold change between the injured and control samples. The maximum fold change in expression for the gene across the nine time points was determined. The fold change for all remaining time points (injured/control) was computed and normalized as a fraction of the maximum fold change. This normalized value was used to weight a match between a training and blinded sample at the gene of interest.

A set of genes was next identified where the training data profiles were upregulated with a fold change greater than 2 or downregulated with a fold change greater than −2 at a single injured time point. The genes were assigned a score of 1 (if upregulated) or −1 (if downregulted) at that time point, and a score of 0 at all other time points. This produced a matrix of scores (0 at time points with no significant change, 1 at time points with upregulated genes, and −1 at time points with downregulated genes). Subsequently, a similar matrix was computed for the testing datasets. Analysis was restricted to the subset of genes with a significant fold change at a single time point, as observed in the training data. Time points with a positive fold change greater than two were assigned a score of 1; time points with a negative fold change were assigned a score of −1; and the remaining time points were assigned a score of zero. The element-wise difference between the training and test score matrix was computed, and the time point in the test data with the smallest absolute distance from the training data was selected.

### Significant Gene Selection

The time point-specific signatures method was utilized to identify the set of genes most responsible between gene expression profiles across time points. In this method, genes with the highest weights are differentially expressed at only one of the nine time points, and are consequently most informative for distinguishing which time point a blinded sample belongs to.

### Gene Pathway Classification

Mus musculus pathways were selected from version 4.0 of the Broad Molecular Signatures Database (MSIGDB). In total 1320 pathways were examined. The mean pathway expression score was calculated by taking the mean FPKM expression value for all member genes in the pathway. For each pathway, a two-tailed T test was performed to determine the Z-score across the 9 time points. 1189 pathways with Z-scores greater than 2 or less than −2 (P-value < 0.05) were identified.

To find the pathways that account for the majority of the variance between the time points, Principal Component Analysis was performed on the pathway Z-scores following the approach described above for gene-level analysis. The pathways with the highest loadings for each time point were identified and plotted in Supplemental Figure 10a.

The normalized time points signatures algorithm was applied to the significant pathways. Pathways with a Z-score less than −2 or greater than 2, in conjunction with a fold change greater than 2 at one or more time points, were identified. The 370 pathways that met these criteria are illustrated in Supplementary Figure 11.

### Data Visualization

The normalized FPKM values computed by Cufflinks were used to generate heatmaps of upregulated and downregulated genes for the early (3 h – 24 h), middle (48 h – 168 h) and late period (336 h – 672 h) phases. The data was filtered to include only genes with FPKM >1 at one of the time points, and significant genes were identified. These had a fold change of 2 or higher at one of the time points in the early, middle, and late phases. The log_2_ (fold change) values were clustered into heatmaps using the R heatmap.2 library.

### Histological Tissue Analysis

For histological analysis of damage to the tibialis anterior muscle, an additional cohort of C57BL/6J mice (n = 3 for each injury time point and Sham) were administered Evans blue dye (EBD) (1% weight/volume solution to yield a 1 mg EBD/10 g of body weight) intraperitoneally two hours prior to experimental injury or sham treatments. At each collection time point muscles from injured and non-injured limbs were collected for analysis as described above. The removed tibialis anterior muscles were then fixed in 4% paraformaldehyde phosphate buffer solution (PBS) for 2 hours and then washed three times in ice-cold PBS. The fixed samples were then placed in cryomolds (tissue tek) and covered in Optimal cutting temperature compound, (OCT: Tissue Tek, Sakura Finetek U.S.A. Torrance, CA). The OCT covered samples were then frozen in semi-frozen isopentane before storage at −80 °C before processing. Muscle samples were processed into 8-μM thick sections on a cryostat (Leica 1850uv, Leica Microsystems Buffalo Grove, IL) and adhered to slides (Colorfrost plus, Fisher scientific Hampton, NH). Each section was stained with skeletal muscle actin antibodies (15265 Abcam, Cambridge, MA) and goat polyclonal anti-rabbit IgG conjugated with fluorescein isothiocynate (FITC) (life technologies, Carlsbad, CA) and the nuclear stain 4′6-diamidino-2-phenylindole (DAPI) (life technologies, Carlsbad, CA). Sections were visualized on a LSM 700 (Carl Zeiss, Oberkochen, Germany). EBD was detected with laser excitation provided at a wavelength of 540 nm and emission collections at 590 nm. EBD positive cells were counted at 20X magnification. The percentage of EBD-positive areas was calculated by dividing the area of EBD staining by the total skeletal muscle area as defined by skeletal muscle actin. The fraction of skeletal muscle staining positive for EBD was used to calculate the percentage of muscle that was injured.

## Additional Information

**How to cite this article**: Aguilar, C. A. *et al*. *In vivo* Monitoring of Transcriptional Dynamics After Lower-Limb Muscle Injury Enables Quantitative Classification of Healing. *Sci. Rep*. **5**, 13885; doi: 10.1038/srep13885 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
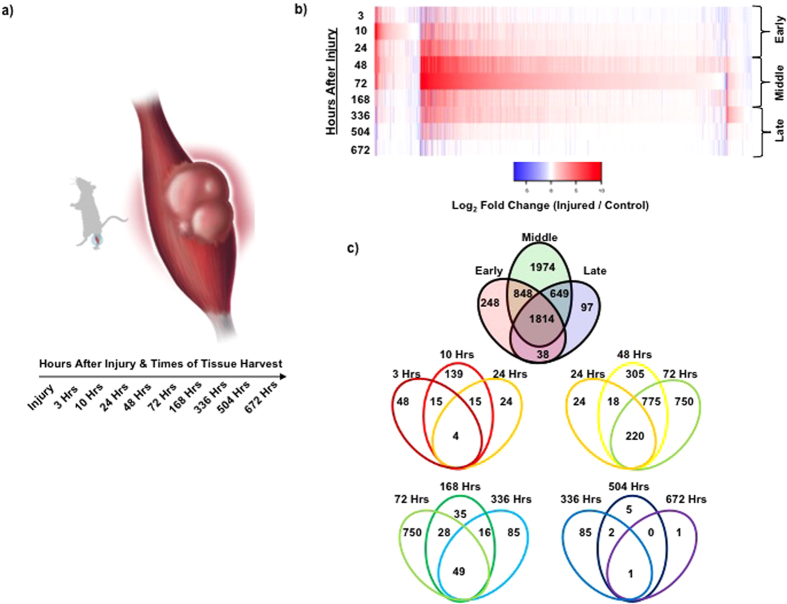
Global transcriptional dynamics after traumatic muscle injury. (**a**) Schematic depicting injury to tibialis anterior (TA) muscle (highlighted in red) and bottom inset shows times after injury when muscles were harvested. (**b**) Heatmap of genes with FPKM >1 at one or more time points categorized into three time periods (early, middle and late). Genes were clustered by their fold change expression profiles in each period. (**c**) The Venn diagram illustrates the number of significant genes at each time period. For example, there were 139 genes with a significant fold change only at 10 h, 23 genes with a significant fold change only at 24 h, 15 genes with a significant fold change at 10 h, 24 h, and nowhere else, and 4 genes with a significant fold change at 3 h, 10 h, 24 h and nowhere else.

**Figure 2:**
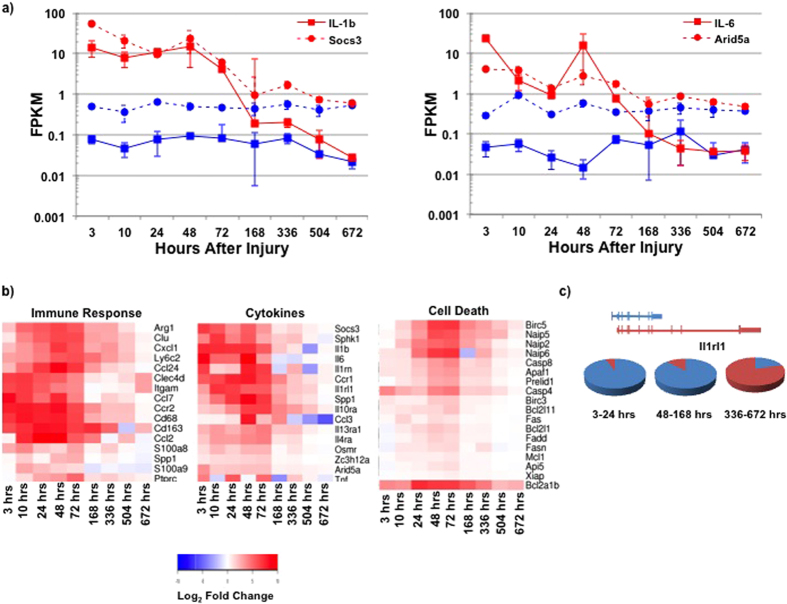
Inflammatory and immune response transcriptional programs activated after traumatic muscle injury. (**a**) Gene expression profiles of pro- and anti-inflammatory genes (IL-1b & Socs3 and Il-6 & Arid5a), which show similar activation profiles and are part of networks with opposing function, (red – injured samples, blue – uninjured samples, IL-1b – squares & solid line, Socs3 – circles & dashed line, IL-6 – squares & solid line, Arid5a – circles & dashed line). Arid5a operates to reduce IL-6 stability, indicating the inflammatory response to injury is transcriptionally regulated on multiple levels. (**b**) Heatmaps of significantly up-regulated (red) or down-regulated (blue) genes for different functional categories. (**c**) Example of alternative splicing detected during early time period. Il1rl1 (ST2) undergoes an increase expression in the ST2L isoform (blue), which has previously been shown to promote proliferation and activation of anti-inflammatory macrophages.

**Figure 3:**
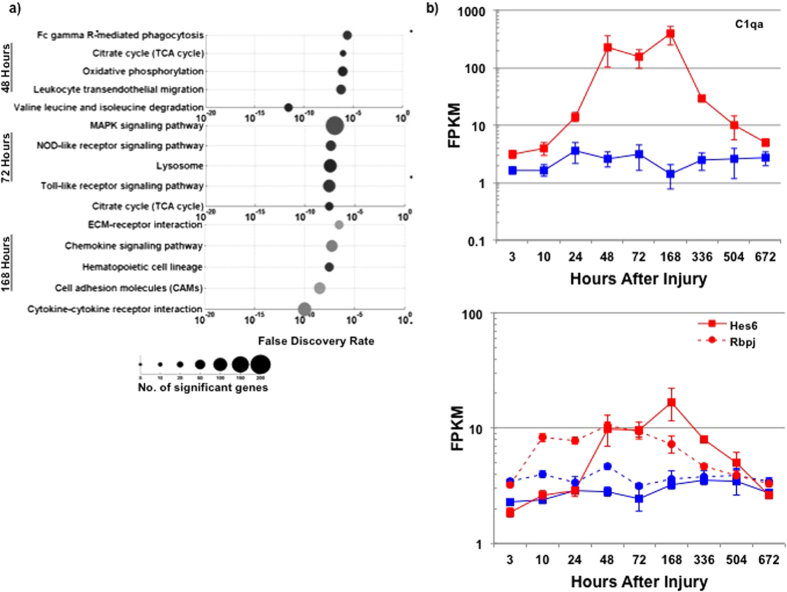
Dynamics of injured muscle tissue activated several days after injury. (**a**) Enriched KEGG pathways from differentially expressed genes for the middle time points (48–168 h). The size of the circle corresponds to the number of significant genes with each enriched pathway. Categories associated with growth emerge in contrast to the early period, which was characterized by inflammation and cell death. (**b**) Gene expression profiles of complement cascade trigger (C1qa) and two genes associated with different signaling pathways (Rbpj – Notch signaling, Hes6 – myoblast commitment and differentiation). The temporal activation of these different genes (and their associated networks and pathways) illustrates a progression of Complement and Notch activation, followed by Wnt signaling and myogenic differentiation. (red – injured samples, blue – uninjured samples, Rbpj – circles & dashed line, Hes6 – squares & solid line).

**Figure 4:**
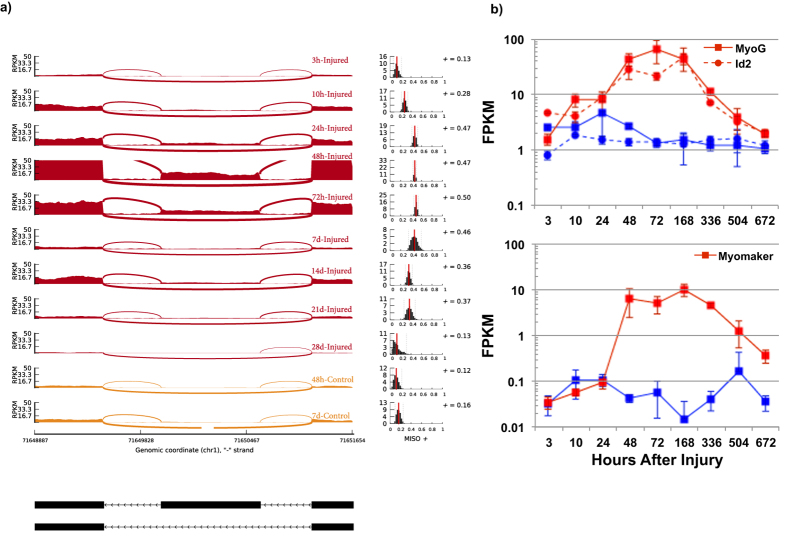
Muscle tissue microenvironment signaling after traumatic muscle injury. (**a**) The left side illustrates the RNA-Seq read coverage for the fibronectin (Fn1) gene for the EDA exon during different time points after the injury. The MISO + (percent spliced in) values are on the right and show a shift in the EDA exon for the middle time points, indicating an increased detection of the ED-A splice variant. Detection of the splice variant decreases back to control values at the 672 h time point. (**b**) Top—Gene expression profile of Myogenin (MyoG), a transcription factor that regulates terminal differentiation of the myogenic program, and Id2, a helix-loop-helix protein that inhibits myogenic factor activity and modulates the terminal myogenic differentiation program. Bottom—Gene expression profile of Myomaker (Tmem8c), a transmembrane protein that fuses adjacent myoblasts, which remained upregulated until 672 h after the injury.

**Figure 5:**
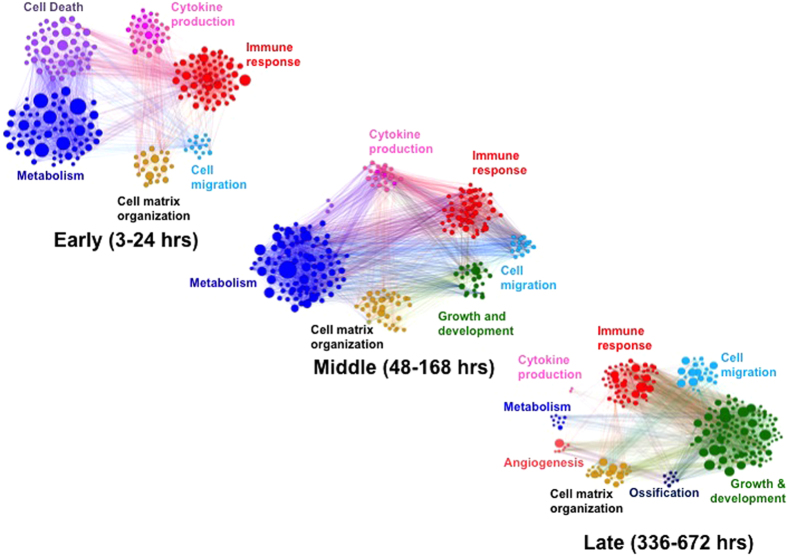
Temporal evolution of transcriptional coregulated networks organized by function after traumatic injury. Each network diagram is composed of statistically significant functional enrichments, where Gene Ontology (GO) terms are clustered by functional category such that all terms with a common ancestor term are the same color. The size of each circle corresponds to the corrected P-value of the associated GO term, and edges in the graph represent interactions between associated GO terms.

**Figure 6:**
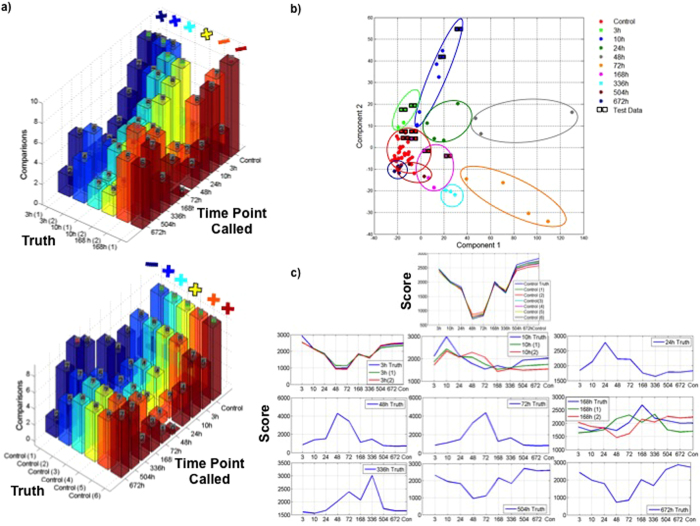
Results from various bioinformatics classification schemes utilized to analyze transcriptomic datasets show accurate categorization of injured and uninjured samples. (**a**) One-versus-one support vector classification results for test samples. A test sample was analyzed with 45 classifiers, each of which assigned the sample to one of two time points. Voting was used to group classifier results. The height of the bars indicates the number of votes given to each time point for a given sample. Top graph displays classification results for injured samples – 2 samples from 3h after injury, 2 samples for 10 h, 2 samples for 168 h. Bottom graph displays classification of results for 6 control samples. (**b**) Principal component analysis clustering of 12 test samples at the gene level. 66 training samples and 12 test samples are plotted in the space of principal components 1 and 2. Labels specify the time point of the nearest training sample for each of the test samples. Misclassified samples are circled in red. All other sample classifications were correct. (**c**) Similarity profiles of training and test samples to the control data and each of the 9 injured time points. Truth sample profiles are indicated in blue. If a scored sample and a truth sample for a given time point both exhibit a fold change for a gene, or if both exhibit no fold change for the gene, the score is incremented. The score increment is equal to the normalized fold change (on a scale from 0 to 1) in the truth sample relative to a control, or 0.5 if both sample exhibit no fold change.

**Figure 7:**
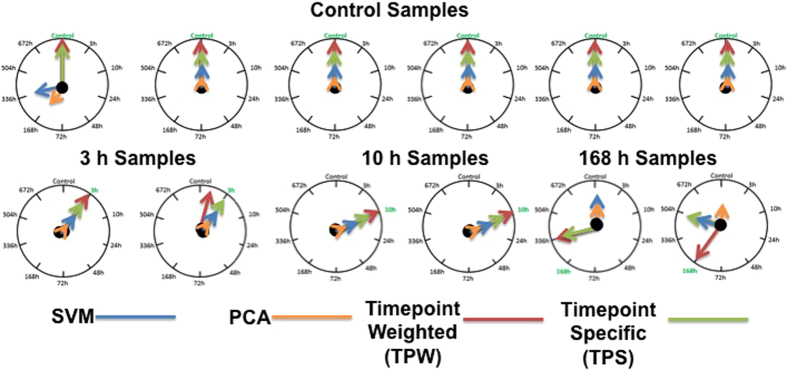
Sample classification results from four bioinformatics classification methods—support vector machine with linear kernel (blue arrows), principal component analysis (orange arrows), time point weighted signatures method (red arrows), time point-specific signatures method (green arrows). The arrows indicate the time point reported by each of four methods with highest confidence. Twelve blinded samples, corresponding to four time points, were analyzed: 6 control samples, two 3 h samples, two 10 h samples, and two 168 h samples.

**Figure 8:**
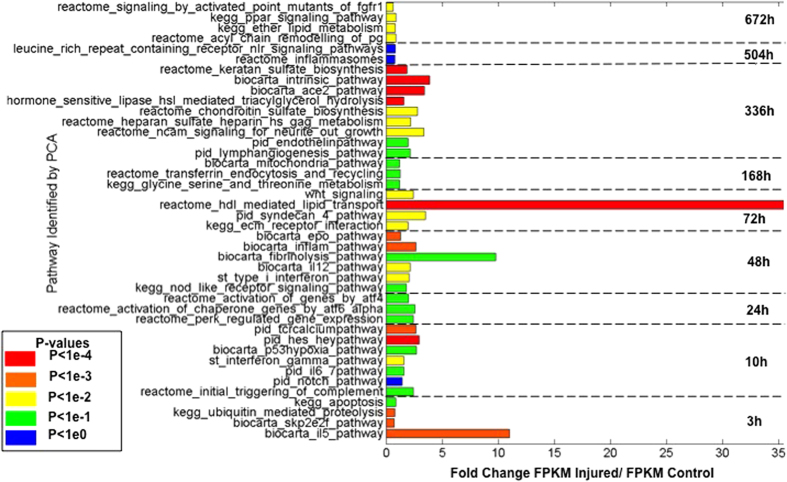
Pathways for each time point with the highest PCA loadings. The length of each bar denotes the fold change of the injured sample over the control at the time point. The color of each bar denotes the p-value for change in pathway activation level. Data derived from 12 test samples.

How the deposited data were processed for this re-analysis (not part of the article)

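Freeze-injured left tibialis anterior muscle and uninjured right tibialis anterior muscle of male C57BL/6J mice were compared at 3, 10, 24, 48, 72, 168, 336, 504 and 672 h. The deposited tables give FPKM for 23811 genes and for 26848 isoforms in 80 libraries, 39 injured and 41 control, of the 92 libraries of the sample labels. Before these FPKM were deposited, the authors made strand-specific libraries from polyadenylated RNA, aligned the paired reads to the mm9 mouse genome with TopHat and estimated FPKM of genes and isoforms with the Cufflinks suite, as the methods of the paper state. Whether the deposited FPKM carry the library scaling of Cuffdiff is not stated in the tables. Conditions, time points and animals were taken from the sample labels. The animal number, together with the time point, joins the 2 legs of 1 mouse.

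For the gene tests, 76 libraries in 18 groups were used, 37 injured and 39 control, with the A and B libraries of animal 03 at 24 h averaged per leg. A further 12 libraries of the labels were not analysed here, and the control library of unknown time was not used in the comparisons, nor was the 168 h injured library of animal 05. In that library values above 0 stop at 334 genes, all on chromosome 1 with the last starting at 75356919, their median is 5.16 times the mean of animals 03 and 04, and 8 widely expressed genes looked up stand at 0 that are at 0 in no other library. Leaving it out is a departure from the design fixed before, made after its values were seen. As designed, with that library kept, the test called 106 genes at 3 h, 839 at 10 h, 1551 at 24 h, 2555 at 48 h, 5555 at 72 h, 6127 at 168 h, 10 at 336 h, 0 at 504 h and 1 at 672 h.

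Gene tests used limma (lmFit, then eBayes with a trend on mean level) on log2(FPKM + 0.1) for genes with a group mean of at least 1 FPKM in 1 or more groups, which were 12099 genes with 58 residual degrees of freedom. A gene was called at a time point at a Benjamini-Hochberg adjusted p under 0.05 over the genes of that time point and a fold change of at least 2. All adjusted p values of genes and gene lists are from limma unless another test is named, and a standard error beside a log2 difference is that of the fit. Gene lists, 38 in number, were tested with limma camera at a preset correlation between genes of 0.01 and again with the correlation estimated. Limma fry was run as well. Camera, the set test of the text, compares a list with the other genes tested, while fry asks whether the members themselves changed. The count of list members called higher and lower was taken from the gene test and again with adjustment over the list alone. Isoforms were compared with limma diffSplice (F test per gene) on log2(isoform FPKM + 0.1), and shares of the Il1rl1 isoforms with exact two-sided permutation tests of the injured against the control libraries, adjusted over the 9 time points. The isoform table gives coordinates and no transcript names, so the Il1rl1 isoforms were matched by position. Principal components were taken from z-scored FPKM of the genes tested, and distances from the mean of the control libraries in the first 2 components were compared by exact two-sided permutation tests. Libraries were classified by the nearest library of another animal, by a linear support vector machine and by time point-weighted signatures built after the description in the paper with a 2-fold threshold. For the representative genes of the study, the difference at its own time point was compared with that at each other time point in limma, in 56 contrasts of 7 genes adjusted together. Tools were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and scikit-learn 1.9.0.

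Genes named in the text are those the paper names in its text or in the panels of Fig. 2 to 4, members of the gene lists, and at each time point the 10 called genes with the largest rise and the 10 with the largest fall whose injured libraries all lie on one side of the controls. Of these the text prints a selection. In the gene table 764 rows share 259 symbols that have more than 1 locus, and 27 rows carry a symbol that a spreadsheet turned into a date. None of these is named. FPKM of genes that share sequence with paralogs depends on how the authors' assembly divided the reads and is uncertain for such families.

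Read numbers per library were not used here and FPKM are already scaled to them, so depth is not known. The FPKM sum of a library, which does not measure depth, had a group median from 300372 in injured muscle at 3 h to 443379 at 336 h. The number of genes above 1 FPKM was counted beside it. The gene test was tried on simulated data drawn from the mean of all control libraries, with 1 SD per gene pooled over the groups. Genes were drawn independently, and only genes above a set level in controls were changed. The recoveries thus follow the group sizes and do not reflect the larger spread of single time points such as 168 h. Of 100 genes changed by 1.3 on the log2 scale among 12099, the gene test recovered 62 at 3 h, 91 at 10 h, 92 at 24 h, 73 at 48 h, 94 at 72 h, 77 at 168 h, 86 at 336 h, 75 at 504 h and 81 at 672 h, and of 100 changed by 2.6 it recovered 99, 100, 100, 97, 100, 98, 100, 95 and 100. Between 3 and 7 unchanged genes were called at each time point in these simulated data, which sets no bound on false calls in the real libraries.

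The legs of 1 animal carry the same number because they come from the same mouse, which pairs them. As a check, the deviations of the 2 legs from their group means were correlated over genes for the 36 animals with both legs, with a median of 0.15, a range from -0.281 to 0.673, 20 above 0.1, and a median of -0.04 with the legs of other animals. The consensus correlation within animals estimated by limma was 0.214. Fits with the animal as a replicate block were run as alternatives, and the fixed block gave 677 genes at 336 h where the fit without it gave 354.

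Alternatives tried were other pseudocounts, filters on low values, 3 further scalings between libraries, fits of each time point alone, the animal as a fixed or random block, library weights, a robust spread, all controls as comparator, adjustment over all time points, no fold threshold, the fold of combined FPKM, the replicate filter of the paper at an R² of 0.95, the A and B libraries kept separate, and each library left out in turn. The scaling to the FPKM outside the 100 most abundant control genes, the use of the A libraries alone, the omission of animal 02 at 168 h, the treatment of abundant genes listed at 0 as missing and the fit with the incomplete library were added after the data had been seen. The pathway sets of the paper, its exon-level splicing analysis and its quantitative PCR were not repeated here.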

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

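The injured muscles of 168 h differed from each other more than those of any other time point tested, and 1 mouse stands out in both legs. The test without animal 02 was chosen after the result was seen, and the readings of the test of healing stages and of the test of the B library's label were narrowed to open after their values were seen. The median SD of log2 FPKM between injured animals was 0.576 at 168 h and at most 0.344 elsewhere. A trend with gene length in single libraries is argued against as the whole source, since with this trend removed the median SD was still 0.482 at 168 h and at most 0.278 at the other time points. Animal 02 is a candidate source, because without it the median SD fell to 0.12 with 2 animals left and because its 2 legs deviated from their groups in the same direction (correlation 0.673), but a real difference of this mouse and a shared step of its handling give the same values for both. Its libraries also had the highest FPKM sums of all, 828110 injured and 755535 control, with 523947 the next. Relative to their groups, their values fell with gene length (Spearman correlation -0.461 injured and -0.686 control). Both listed Acta1 and Mylpf at 0. Whether these marks come from handling was not tested. Different stages of healing in single mice cannot be told apart from a general spread, since genes called at 72 h varied 1.57 times as much as genes never called (0.709 against 0.453), while the same ratio ran from 1.21 to 2.22 at the other time points, so that a bound on it decides nothing.

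The B library of the injured leg of animal 03 at 24 h lay apart from the A library of the same leg. It held 8447 genes above 1 FPKM, where the lowest count in the other injured animals of 24 h was 9686. The control libraries of 24 h held 8550 to 9226, so the count cannot tell a lower yield from a control library. Yield itself was not measured. A control library under an injured label cannot be told apart, since the B library's correlation with the injured mean exceeded that with the control mean by 0.004 (0.917 against 0.913), which is less than the SD of 0.03 of the same difference over the other 4 animals. The A library had 0.98 and 0.944, and the B library of the control leg 0.886 with the injured mean and 0.934 with the control mean. No biological explanation was tested, since both libraries carry the label of 1 leg.

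At 72 h the surplus of genes higher in injured muscle was larger than at any other time point tested, with a median log2 difference over all genes of 1.01, though with all controls as comparator it was larger at 48 h (median 0.807, against 0.616 at 72 h), and under quantile normalization more genes were lower than higher. FPKM are shares of a library, and the 100 most abundant control genes held 34.7 ± 7.1% of the FPKM sum in injured muscle and 56.3 ± 2.4% in controls (SD, n = 5 and 5). Dividing each library by its FPKM outside these genes lowered the median to 0.301, with 3494 genes higher and 808 lower. This divisor is the sum of nearly the same genes whose median is taken, so it lowers the median whatever raised them. It cannot tell a smaller share of abundant muscle genes from a true rise of the others. The 72 h control muscle of animal 02 is argued against as the whole source, since without it the median was 0.721 with 4808 genes higher and 198 lower over the same genes. A true rise of many genes in the injured tissue stays open beside the change of shares, since FPKM hold no absolute amount.

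A library far from the others of its group was found in 15 of 153 groups tested. Chance sets a library apart in about 1 in 20 groups if values are normally distributed and groups are independent. Here most values were FPKM without a log scale, and the groups share libraries. An excess over chance is therefore not shown. The 72 h control muscle of animal 02 stood apart in its distance from controls (163.3), genes above 1 FPKM (5611) and Rbpj (0.6344 FPKM). At 72 h the control muscle of animal 04 stood apart in Cd68 (3.977 FPKM) and Spp1 (21.29 FPKM). At 24 h the control muscle of animal 03 did so in S100a8 (50.52 FPKM) and Hmox1 (20.64 FPKM), and at 168 h that of animal 02 in Hes6 (6.451 FPKM) and Sln (28.54 FPKM). At 10 h the injured muscle of animal 02 stood apart in G0s2 (21.62 FPKM) and that of animal 03 in Fas (12.77 FPKM), and both legs of animal 03 in Myf6, at 639.1 FPKM in the injured and 168.1 FPKM in the control muscle. At 672 h the control and the injured muscle of animal 05 differed from the rest in genes above 1 FPKM, with 9454 and 10135.

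The effect of injury differed between time points in a direct test for 5 of the study's representative genes, against the study's own time point and with 8 contrasts each. Fosl1 differed at 6 other time points, Ifi35 at 7, Igf2r at 5, Pgm5 at 3 and Nmrk2 at 2.

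Genes that the text of the article does not name were called late, 1 at 504 h and 10 at 672 h. Its supplement was not searched. The gene at 504 h was Mdfi. At 672 h Mdfi, Cdkn2a, Nrn1, Cyfip2, Gm10845 and Serpinb6b were higher and Rasd2, 1700001O22Rik, Fgf2 and Tiam1 lower, named here after their values were seen. With the animal as a block, Mdfi lost its call at 504 h, and Fgf2, Serpinb6b, Tiam1 and Cyfip2 lost theirs at 672 h.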

How the results depend on the processing

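The rise in the number of changed genes from 10 to 72 h kept its size within 1.5 times under most settings, while the counts at 336, 504 and 672 h left that bound under most settings and those at 3 and 168 h under a smaller part of them, so the late time points are the least settled part of these results. The settings named as added were chosen after the data were seen. Leaving out single libraries kept the counts at 10 h (1189 to 1710), 24 h (1719 to 2529), 48 h (3021 to 4681) and 72 h (5007 to 6570), those of the early period (2199 to 2911) and middle period (5695 to 7249), and genes called at any time point (5922 to 7418) within that bound. The number of detected genes also stayed within that bound under every setting run for it. The replicate correlations at 10, 336 and 504 h moved by less than the spread between pairs of replicates under every setting run for them. At 504 h the pairs themselves ranged widely, so even the large rise of their mean on the log2 scale stayed inside that spread. The mean correlation at 504 h is therefore not shown to be stable. Of all values of summary results under other settings, 999 stayed the same by direction, side of the threshold and size, 212 moved, 9 became weaker, 4 stronger and 5 reversed. For genes named alone and parts of period counts these numbers were 3677, 58, 63, 20 and 2. For every change below the cause was not tested, apart from settings that test fewer genes, use fewer libraries or drop the fold threshold, where the construction itself lowers or raises the count. FPKM carry no read numbers, so the limit that depth sets on low genes was not measured. When 1 of the 2 injured libraries of 3 h is left out, the lone sample is assumed to vary like the other groups. The same holds for injured muscle of 72 h under the replicate filter, which keeps 1 of its 5 libraries. The planned restriction of 10 and 168 h to animals 01 to 05 leaves out no library analysed here and says nothing, no Il1rl1 isoform reached a group mean of 5 FPKM, so that filter was not run for its share, and fitting each time point alone is already the design of the share test.

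The values without other settings are 211, 1478, 2211, 4196, 6152, 2848, 354, 1 and 10 genes called at 3 to 672 h in turn, 2603, 6673 and 358 in the early, middle and late period, 6855 at any time point, 22, 17, 19, 17, 17, 18, 16, 10 and 14 gene lists past limma's set test, and 56, 206 and 5 genes with isoforms moving apart in the 3 periods. A pseudocount of 1 gave 133 genes at 3 h, 720 at 10 h, 1083 at 24 h, 2762 at 48 h, 1592 at 168 h, 94 at 336 h and 3 at 672 h, 1370 in the early and 95 in the late period, 6 lists at 504 h and 9 at 672 h, a spread at 168 h of 0.435, 337 genes with isoform switching in middle and 3 in late, and an Il1rl1 isoform share at 10 h of -23.0 percentage points that passed. With a pseudocount of 0.01 no gene was called by limma at 504 h (783 at an unadjusted p under 0.05) and 5 at 672 h, and with no filter on low values 2 and 5. A group mean of at least 5 FPKM gave 139 genes at 3 h, 961 at 10 h, 1368 at 24 h, 2571 at 48 h, 3551 at 72 h, 1660 at 168 h, 144 at 336 h and 3 at 672 h, 1603, 3928 and 145 genes in the early, middle and late period, 4035 at any time point, 6 lists at 504 h, and 22, 85 and 2 genes with isoform switching in early, middle and late. Upper quartile scaling gave 377 genes at 3 h, 5 at 504 h, and 5 and 8 lists at 504 and 672 h. Quantile normalization gave 170 genes at 336 h, 5 at 504 h and 176 in the late period. Dividing by the FPKM outside the 100 most abundant control genes, an added setting, gave 360 at 3 h. Without the fold threshold 2536 genes were called at 10 h, 4226 at 24 h, 6540 at 48 h and 4831 in the early period. With the correlation within lists estimated, the gene list tests at 3 to 672 h had 7, 6, 0, 0, 1, 0, 0, 0 and 0 lists, and limma fry passed 7, 21, 26, 31, 35, 26, 9, 0 and 0.

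Fitting each time point alone gave 529 genes called at 3 h, 95 at 168 h, 0 by limma at 336 h and at 504 h, 8 in the late period, and 10 genes with isoform switching in late. Under that setting 2809 genes at 336 h and 1561 at 504 h had an unadjusted p under 0.05. Library weights gave 664 genes called at 3 h, 1636 genes called at 168 h, 2054 at 336 h, 91 at 504 h, 110 at 672 h and 2079 in the late period. All controls as comparator gave 522, 1409, 198 and 52 genes called at 3, 336, 504 and 672 h and 1443 in the late period, and adjustment over all 9 time points 363, 753, 111 and 54, with 803 in the late period. The replicate filter at an R² of 0.95 drops 19 libraries and gave 475 genes called at 3 h, 1401 at 168 h, 2017 at 336 h, 59 at 504 h, 37 at 672 h and 2025 in the late period, 11 lists at 168 h, 50.4% of variance in the first 2 components, and 89.5% of libraries placed correctly. The ratios of distance from controls at 10 h (3.736) and distance from controls at 24 h (3.279) no longer passed, though each p was the smallest that the libraries left allow and every injured library still lay farther out than every control, so this says nothing about stability. The animal as a fixed block gave 677 genes called at 336 h, 0 by limma at 504 h (613 at an unadjusted p under 0.05), 6 at 672 h and 677 in the late period. For the Il1rl1 isoform share the block was a sign-flip test over at most 5 animals, whose smallest p of 0.0625 cannot pass, so it says nothing about that result and is counted above by direction alone. As a random effect the block gave 756, 6 and 16 genes called at 336, 504 and 672 h and 763 in the late period. Of 118 genes and period parts checked, the fixed block left 115 as they were. The exceptions are Mdfi at 504 h, Idh2 at 48 h and the genes called in all 3 periods. Not among those checked, Fgf2 (adjusted p = 0.226), Serpinb6b (0.0875), Tiam1 (0.0718) and Cyfip2 (0.0595) lost their calls at 672 h, where 6 of 10 genes were shared, and at 336 h 353 of 354 were. Keeping the A and B libraries separate gave 197 genes called at 336 h, 4 at 672 h and 198 in the late period. The A libraries alone, an added setting, gave 3 at 504 h. Leaving out animal 02 at 168 h in both legs, added too, gave 984 genes called at 168 h, 640 at 336 h, 2 at 504 h and 644 in the late period, and 11 lists at 168 h. The incomplete library of 168 h kept, the fit as first designed and now an added setting, gave 106 genes called at 3 h, 839 at 10 h, 2555 at 48 h, 6127 at 168 h, 10 at 336 h, 0 by limma at 504 h (159 at an unadjusted p under 0.05) and 1 at 672 h, 10319 genes called in middle, 11 in late and 10383 genes called at any time point. It also gave ratios of distance from controls at 10 h of 2.01 and distance from controls at 24 h of 3.608, neither past the threshold, a signature profile correlation with controls at 72 h of -0.8978, a between-animal spread at 168 h of 2.7989, and 12, 86 and 1 genes with isoform switching in early, middle and late. Hes6 at 168 h (-0.076) and Pgm5 at 168 h (-0.155) reversed.

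For values without a gene test, log2 FPKM gave 61.9% of variance in the first 2 components, only called genes 71.1% and all genes above 0 44.9%. Only called genes gave a ratio of distance from controls at 72 h of 6.759 that passed, but they were chosen by the same labels, so this is no support. All genes above 0 gave a ratio of 4.8 that passed too (exact permutation adjusted p = 0.0476). On the log2 scale the ratio was 2.101 and did not pass (exact permutation adjusted p = 0.3306). The time point-weighted signature placed 64.5% of libraries. On the log2 scale the replicate correlation of injured libraries at 3 h was 0.9925, the replicate correlation of injured libraries at 24 h 0.9866, the replicate correlation of injured libraries at 48 h 0.9881, and those at 72 and 168 h 0.9863 and 0.9503. Genes with a group mean of at least 1 gave 0.9942 at 3 h, Spearman correlation 0.9768 at 3 h, 0.9776 at 72 h, 0.9502 at 168 h and 0.9767 at 672 h, and leaving out abundant genes listed at 0, an added setting, 0.9948 at 3 h, 0.9608 at 24 h and 0.9166 at 48 h. With a 4-fold threshold the signature profile correlation with controls at 48 h was -0.8704, the signature profile correlation with controls at 72 h -0.9358 (-0.9328 with a minimum of 1 FPKM and -0.9412 over only called genes), the signature profile correlation with controls at 336 h 0.9858, and that at 10 h 0.8716. At 24 h it reversed, to 0.3412 with the 4-fold threshold and 0.0406 with the minimum of 1 FPKM. The signature correlation at 24 h also reversed without the control muscle of animal 04 (0.0545) or the injured muscle of animal 05 (0.6088), and that at 168 h without the injured muscle of animal 02 (0.8346). Results that moved as single libraries were left out ranged from 69 to 170 genes called at 3 h, 916 to 3979 at 168 h, 13 to 1261 at 336 h, 0 (limma) to 13 at 504 h, 1 to 11 at 672 h and 21 to 1263 in the late period. The variance of the first 2 components ranged from 56.2 to 58.7%, the ratio of distances from 3.291 to 5.353 at 24 h and 3.166 to 8.98 at 72 h, the mean replicate correlation from 0.9403 to 0.99 at 48 h and 0.455 to 0.9909 at 168 h, the spread at 168 h from 0.1201 to 0.6927, and genes with isoform switching from 31 to 60 in early and 3 to 16 in late. Signature correlations ranged from 0.9377 to 0.9796 at 3 h, 0.5806 to 0.8176 at 10 h, -0.4676 to 0.6088 at 24 h, -0.9423 to -0.8161 at 48 h, -0.932 to -0.9256 at 72 h, -0.7997 to 0.8346 at 168 h, 0.7195 to 0.96 at 336 h, 0.9678 to 0.9961 at 504 h and 0.9943 to 0.9995 at 672 h.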

Differences from the paper's values

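Counts here used an adjusted p under 0.05 from limma, at least a 2-fold difference and a group mean of at least 1 FPKM, where the paper used the significance of Cuffdiff with 2-fold and 1 FPKM as its limits. The paper states 31 injured and 37 control training libraries and excluded replicates under an R² of 0.95 with the others, against 37 and 39 libraries without that filter here, so the sets of samples behind these counts, the profile correlations and the replicate correlations differ. The late period had 358 genes here and 2560 in the paper. Among the alternatives set before the data were examined, library weights (2079) and the replicate filter at an R² of 0.95 (2025) came within 1.5 times of the paper's count, and the other 42 of 44 did not. In all 3 periods 200 genes were called here and 1814 in the paper, with library weights (1286) within that bound and the other 92 of 93 alternatives not. The middle period alone had 4094 genes here and 1974 in the paper. A group mean of at least 5 FPKM (2376), upper quartile scaling (2862) and library weights (2431) came within the bound. So did the replicate filter, but it keeps 1 of the 5 injured libraries of 72 h, so its count for this period says little. The other 89 of 93 did not. The late period alone had 5 genes here and 97 in the paper. Library weights (69) came within the bound, as did the replicate filter with the same limit at 72 h, and the other 91 of 93 did not.

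The correlation of the 3 h profile with the controls was 0.9769 here and 0.931 in the paper, within the error without the injured muscle of animal 12 (0.9377) and outside it under the other alternatives set before. At 504 h it was 0.9935 here and 0.98 in the paper, within the error without the injured muscle of animal 04 (0.9846) or 05 (0.9861) and outside it otherwise. At 672 h it was 0.9986 here and 0.996 in the paper, within the error without the injured muscle of animal 01 (0.9973), 02 (0.9968) or 04 (0.9969) and outside it otherwise. The fold change of Tiparp at 3 h was 1.39 here and 3 in the paper, and with all controls as comparator it was 3.16, with the other alternatives still apart. That of Fosl1 at 10 h was 71.5 here and 13.06 in the paper. With controls at 0.0115 FPKM the value here is set by the pseudocount, being 408 with 0.01 and 9.46 with 1, so the pair says little about the size of the rise. The latter and quantile normalization (48.8) came within 1 SD between injured muscles on the log2 scale, a wide bound, and the other alternatives did not. Injured muscle at 48 h had a mean Il6 level of 1.14 FPKM here and about 16 in Fig. 2a of the paper, read by eye, and none of the 4 alternatives set before closed that gap.

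Several statements of direction or timing differ as well. The paper lists CD24 among inhibitors of inflammation that rose early, and Cd24a at 10 h was 0.97 higher here, under 2-fold, but called with library weights (1.11), without the fold threshold, and without the control muscle of animal 03 or the injured muscle of animal 02 or 05. Tiparp at 3 h was not called here (0.48) except with all controls as comparator (1.66, adjusted p = 0.0015), and was called at 10 h (1.23, adjusted p = 0.000488). The paper names Tmem8c as raised to the last time point, and here it was called at 336 h but not at the 2 time points after. Tmem8c at 504 h was called with library weights (adjusted p = 0.0249), all controls (adjusted p = 0.000115), adjustment over all 9 time points (adjusted p = 0.00607) and the replicate filter (adjusted p = 0.00837), and Tmem8c at 672 h with library weights (adjusted p = 0.00516) and adjustment over all 9 (adjusted p = 0.0337). Myl10 at 672 h, a representative gene in the paper, was not called here except with library weights (-2.12, adjusted p = 0.0444), and Col6a6 was too low to test. The paper presents its representative genes as marking single time points, and here Fosl1, Nmrk2, Igf2r, Ifi35 and Pgm5 were called at more than 1. The mean of C1qa in injured muscle was highest at 72 h, at 236 FPKM against 215.8 at 168 h, whereas Fig. 3b of the paper draws its peak at 168 h, as do the means here without the 168 h injured muscle of animal 03 (309 FPKM) or 04 (311 FPKM), but not without that of animal 02 (26.8 FPKM). The mean of Myog was highest at 48 h, at 90.2 FPKM against 41.2 at 72 h, whereas Fig. 4b draws the peak at 72 h, though the log2 difference here was larger at 72 h (4.84) than at 48 h (4.77) and the times were not tested against each other. The level of Myog at 72 h, about 60 FPKM in that figure, was within the error here, and outside it without the injured muscle of animal 03 (35.4) or 04 (35.3). With the replicate filter it was 29.9, the value of the 1 injured muscle kept there and not a group mean. The paper gives replicate correlations above a stated limit at all time points but 168 h, after its replicate filter, and the means here over unfiltered libraries at 72 h (0.895) and 504 h (0.749) lay under it, but over it on the log2 scale and with Spearman correlation, and at 504 h without the injured muscle of animal 03 or, in a setting chosen after seeing the values, without abundant genes listed at 0 (0.978). The isoform of Il1rl1 that rose most is the short model by its coordinates, while the paper's text reports a rise under the name of the membrane form, whose long model rose here too, at lower levels.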

Other observations

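Genes of protein folding in the endoplasmic reticulum were higher in injured muscle. Hspa5, the main chaperone of the endoplasmic reticulum, rose at 48 h from 46.8 to 317 ± 138 FPKM (SD, n = 4 and 3, log2 difference 2.67, adjusted p = 1.51e-12 from limma), a time at which secreted matrix and complement genes were rising too. Of 13 genes of the unfolded protein response, 7 rose at 10 h, 10 at 24 h, 10 at 48 h and 8 at 72 h, and 8 rose and 1 fell at 48 h under upper quartile or quantile scaling. Both scalings left 3 at 10 h, where 4 rose without the injured muscle of animal 03, and quantile normalization gave 5 higher and 1 lower at 72 h. The list did not pass the set test with an estimated correlation (adjusted p = 0.22, 0.27, 0.50 and 0.84 at 10 to 72 h). Prima1, which anchors acetylcholinesterase at the nerve-muscle junction, went the other way, from 1.93 ± 0.608 to 0.206 ± 0.165 FPKM at 48 h (SD, n = 4 and 3, log2 difference -2.83, standard error 0.43, adjusted p = 1.39e-07). Ppara at 10 h, a regulator of fatty acid use, fell from 2.76 ± 0.528 to 0.95 ± 0.147 FPKM (SD, n = 5 and 5, log2 difference -1.44, adjusted p = 0.00323), and was under 2-fold with a pseudocount of 1 (-0.94).

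Mdfi and Cdkn2a were higher at the last time point. Mdfi at 72 h was at 1.55 ± 0.617 against 0.0993 FPKM (SD, n = 5 and 5, log2 difference 3.03, adjusted p = 8.15e-07 from limma), Mdfi at 168 h at 10.4 ± 4.58 against 0.156 ± 0.0761 FPKM (SD, n = 3 and 4, log2 difference 5.33, adjusted p = 5.8e-09), and Mdfi at 672 h still at 2.26 ± 1.04 against 0.196 FPKM (SD, n = 5 and 5, log2 difference 2.93, adjusted p = 0.00377). The last call was lost without the injured muscle of animal 03 (2.71, adjusted p = 0.0521) and with the incomplete library of 168 h kept (adjusted p = 0.106). Cdkn2a at 672 h, which encodes inhibitors of the cell cycle, was at 1.15 ± 0.881 against 0.0382 ± 0.0657 FPKM (SD, n = 5 and 5, log2 difference 2.99, standard error 0.50, adjusted p = 0.0014), with 3 controls listed at 0. Cdkn2a at 504 h was not called (adjusted p = 0.822). At 672 h it was not called with the time point fitted alone (adjusted p = 0.0586) or, at 0.96, with a pseudocount of 1.

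Genes of adult muscle were lower as a set relative to the other genes at 72 h. The 24 genes of contraction and glycolysis had a median log2 difference of -0.73 and were the only list past the set test at that time with an estimated correlation (adjusted p = 0.0471), though few single genes passed. Myh4 alone passed at 3 h, where it is listed at 0 in the 3 controls, and it did not pass without any 1 of the 5 libraries. Eno3, Actn3 and Pfkm fell at 48 h, but 8 genes fell with upper quartile scaling, 1 rose and 2 fell with quantile normalization, and limma called no gene of the list without the injured muscle of animal 04. At 72 h limma called none, 9 fell with upper quartile scaling, 4 with quantile normalization, and 3, 1 and 5 without the control muscle of animal 02 and the injured muscles of animals 02 and 05. At 168 h Myl1, Pfkm and Myh2 fell, none of them without the injured muscle of animal 02, 7 genes without the control muscle of animal 02 and 6 without the injured muscle of animal 03 or 04. Lists of fat, tendon, skin and blood had few called genes. Of 7 adipocyte markers, Pparg, which macrophages also express, rose at 24, 48 and 72 h, but with upper quartile scaling 2 fell at 24 h and 1 at 72 h, and under quantile normalization none rose and 4 fell at 24 h and 2 at 72 h. At 24 h Pparg did not pass without the control muscle of animal 01 or 02 or the injured muscle of animal 05, and 2 markers fell without the control muscle of animal 03 or 04 or the injured muscle of animal 05. At 48 h 3 rose without the injured muscle of animal 05, and at 72 h 1 fell without the control muscle of animal 02. At 168 h Adipoq and Pparg rose and Plin4 fell, with 1 lower and none higher under quantile normalization. None was called by limma at 168 h without the control muscle of animal 04 or the injured muscle of animal 02, none fell without the control muscle of animal 03 or 05, and 5 rose without the injured muscle of animal 04 and 3 without that of animal 03 or the control muscle of animal 03. Of 6 tendon markers, Thbs4 and Comp rose at 10 h, Scx at 24, 48 and 168 h, and Scx and Comp at 72 h, with 2 at 24 h without the injured muscle of animal 01, and the call at 24 h lost under upper quartile scaling, quantile normalization or without the control muscle of animal 03 or 04 or the injured muscle of animal 02 or 05. Of 3 keratinocyte markers, Sfn rose from 10 to 72 h, but under quantile normalization none rose, 2 fell at 24 h and 1 at 48 and at 72 h. Without the injured muscle of animal 01 or 04 at 48 h, and without the control muscle of animal 01, 04 or 05 or the injured muscle of animal 03 at 72 h, 2 rose. None of 7 erythroid markers was called by limma at any time point over all genes (1 at 504 h when adjusted over the list alone), though 2 rose without the 10 h injured muscle of animal 05 or the 168 h injured muscle of animal 03, 1 without the 168 h control muscle of animal 02 or the 504 h control muscle of animal 05, and 1 fell at 48 and at 72 h under quantile normalization, and none of 4 genes that differ between males and females was called, from mice that were all male.

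Other splits of the same libraries into groups of the same sizes were counted where each group had at least 3 libraries, which leaves out 3 h. For genes called, no other split was as large at 10 h (1478 genes, at most 1023 in another split, with 1 of 100 splits as large), 24 h (2211, 1687, 1 of 100), 48 h (4196, 3094, 1 of 35), 72 h (6152, 5238, 1 of 100) and 672 h (10, 1, 1 of 100). These splits ignore that the legs are paired by mouse. Only 13, 12, 8, 12 and 12 of them at these times, the real one included, part as many pairs of legs. That is too few for a share under 0.05, so with the pairing kept chance cannot be excluded there. Over all splits it cannot be excluded at 168 h (2848, 3632, 4 of 35), 336 h (354, 828, 8 of 100) or 504 h (1, 6, 2 of 35). Among splits that part as many pairs of legs as the real one, the highest other count was 1916 at 168 h, 361 at 336 h and 0 by limma at 504 h, so at 168 and 504 h the larger counts came from splits that part fewer mice, as did the 828 at 336 h. For isoforms, no other split was as large at 10 h (20 genes, at most 15 in another split, 1 of 100), 24 h (46, 11, 1 of 100), 48 h (80, 15, 1 of 35) and 72 h (133, 109, 1 of 100). The same limit holds, since few of these splits keep the pairing. At 336 h (3, 5, 4 of 100) few splits were as large, but another of those that part as many pairs reached 4, so chance is left open there. It cannot be excluded at 168 h (91, 130, 2 of 35) or 504 h (2, 12, 11 of 35). At 672 h diffSplice called 0 genes, so each split is as large by construction (100 of 100, at most 2) and the count says nothing. Among splits that part as many pairs the highest other count was 10, 6, 6, 66, 19, 4, 1 and 2 at 10 to 672 h. For gene lists with the preset correlation it cannot be excluded at 10 h (17 lists, at most 23 in another split, 48 of 100), 24 h (19, 23, 14 of 100), 48 h (17, 21, 20 of 35), 72 h (17, 23, 33 of 100), 168 h (18, 19, 3 of 35), 336 h (16, 23, 23 of 100), 504 h (10, 19, 13 of 35) or 672 h (14, 19, 12 of 100). The preset correlation thus passes lists in arbitrary splits, and the number of lists past it is no evidence of an effect of injury.

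The control library of unknown time had an FPKM sum of 382557 and 9171 genes above 1 FPKM.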
